# Transcriptional signatures of steroid hormones in the striatal neurons and astrocytes

**DOI:** 10.1186/s12868-017-0352-5

**Published:** 2017-04-05

**Authors:** Marcin Piechota, Michał Korostynski, Slawomir Golda, Joanna Ficek, Danuta Jantas, Ziolkowska Barbara, Ryszard Przewlocki

## Abstract

**Background:**

The mechanisms of steroids actions in the brain mainly involve the binding and nuclear translocation of specific cytoplasmic receptors. These receptors can act as transcription factors and regulate gene expression. However, steroid-dependent transcriptional regulation in different types of neural cells is not yet fully understood. The aim of this study was to evaluate and compare transcriptional alterations induced by various steroid receptor agonists in primary cultures of astrocytes and neurons from mouse brain.

**Results:**

We utilized whole-genome microarrays (Illumina Mouse WG-6) and quantitative PCR analyses to measure mRNA abundance levels. To stimulate gene expression we treated neuronal and astroglial cultures with dexamethasone (100 nM), aldosterone (200 nM), progesterone (200 nM), 5α-dihydrotestosterone (200 nM) and β-Estradiol (200 nM) for 4 h. Neurons were found to exhibit higher levels of expression of mineralocorticoid receptor, progesterone receptor and estrogen receptor 2 than astrocytes. However, higher mRNA level of glucocorticoid receptor mRNA was observed in astrocytes. We identified 956 genes regulated by steroids. In astrocytes we found 381 genes altered by dexamethasone and 19 altered by aldosterone. Functional classification of the regulated genes indicated their putative involvement in multiple aspects of cell metabolism (up-regulated *Slc2a1*, *Pdk4* and *Slc45a3*) and the inflammatory response (down-regulated *Ccl3*, *Il1b* and *Tnf*). Progesterone, dihydrotestosterone and estradiol did not change gene expression in astrocytes. We found no significant changes in gene expression in neurons.

**Conclusions:**

The obtained results indicate that glial cells might be the primary targets of transcriptional action of steroids in the central nervous system. Substantial changes in gene expression driven by the glucocorticoid receptor imply an important role for the hypothalamic–pituitary–adrenal axis in the hormone-dependent regulation of brain physiology. This is an in vitro study. Hence, the model may not accurately reflect all the effects of steroids on gene expression in neurons in vivo.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12868-017-0352-5) contains supplementary material, which is available to authorized users.

## Background

The crucial components of the neuroendocrine system are steroid hormones. They affect the central nervous system by regulating allostasis and by coordinating the responses to external and internal stimuli [1]. The most prominent example of steroid impact on the brain is the release of glucocorticoids after stressful stimulus [2]. Elevated levels of these adrenal steroids may subsequently affect sleep [3], cognition [4], memory [5] or mood [6]. Moreover, our previous research revealed that glucocorticoids mediate the effects on gene expression in the striatum induced by multiple psychoactive drugs, including antidepressants (fluoxetine, mianserin), antipsychotics (risperidone, clozapine) and drugs of abuse (heroin, ethanol) [7, 8]. This is probably caused by both direct and indirect actions of psychoactive drugs on the hypothalamus and later on the pituitary and adrenal glands [8]. Furthermore, the association between dysregulation of the hypothalamic–pituitary–adrenal (HPA) axis and major depression is among the most consistent biological findings in psychiatry [9]. The other steroids including mineralocorticoids, androgens, estrogens and progestogens also influence the central nervous system [10, 11].

Steroids bind to nuclear steroid receptors, which then bind to their response elements on DNA, activating gene transcription and causing changes in gene expression. The alterations in transcript abundance mediated by these receptors are diverse and vary among cell types. It has been shown that the cell-type-specific profile of glucocorticoid receptor occupancy is predetermined by differences in the chromatin accessibility pattern [12]. Moreover, various cell populations differ in levels of steroid receptor genes expression. The most remarkable difference between various cell types in the central nervous system is high expression of progesterone receptor (*Pgr*) in neurons in contrast to glial and epithelial cells [13]. This cellular specificity contrasts with the lower specificity of steroid receptor ligands and DNA response elements. For example, corticosterone—an adrenal steroid—binds to both mineralocorticoid and glucocorticoid receptors [14]. Furthermore, the differences in androgen and glucocorticoid receptor DNA binding properties are quantitative rather than qualitative [15].

The crucial aspect of steroids action on the central nervous system is how these hormones affect various cellular populations involved in control of behaviour. It is particularly interesting in the striatum, a brain region that is responsible for steroid-related neuropsychiatric phenotypes including mood control [16] and reward processing [17]. To date, there have been few studies comparing various neural cell-type-specific responses to steroids. Slezak et al. [18] compared the responses of astrocytes and neurons to dexamethasone. Jenkins et al. [19] compared the responses of oligodendrocytes, astrocytes and microglia to the same steroid. The transcriptional responses of these cell types to dexamethasone were diverse. Therefore, we aimed to infer the role of various steroids in the function of astrocytes and neurons, based on gene expression changes caused by these substances. Here, we present gene expression profiling of primary neuronal and astroglial cultures treated with various steroid receptor agonists: dexamethasone, aldosterone, progesterone, estradiol and dihydrotestosterone.

## Methods

### Animals

The animals used in the study were from the C57BL/6 J inbred strain colony that is maintained at the animal facility of the Institute of Pharmacology of the Polish Academy of Sciences in Krakow, Poland. The mice were housed 6–10 per cage, under a 12-h dark/light cycle, with free access to food and water. The mice had not been subjected to any prior testing. The experimental protocols used in the study were approved by the local Bioethics Commission at the Institute of Pharmacology, Polish Academy of Sciences (Krakow, Poland).

### Primary cultures of striatal neurons and astrocytes

The ex vivo experiments were conducted using mouse striatal neurons and astrocytes from primary cultures. Neuronal tissues were dissected from mouse embryos at 17–18 days of gestation. The tissues were cut into small pieces and digested with trypsin (0.1% for 15 min at RT). The cells were suspended in Neurobasal^®^ medium (Gibco) and plated onto polyornithine multiwell plates (TPP). After 2 days, the culture medium was replaced with Neurobasal medium supplemented with B27 (50 μl/100 ml). This procedure typically yields cultures that contain >90% neurons (Fig. 1). Primary astrocytes were isolated from P5 to P7 mice. The brains were collected, dissected and digested using the Neural Tissue Dissociation Kit (T) (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany) according to the manufacturer’s protocol. Astrocytes from single-cell suspensions were isolated using the Anti-GLAST (ACSA-1) MicroBead Kit (Miltenyi Biotec), separated on MACS MS Columns using the MACS magnetic separator, seeded on 24-well plates and grown in high-glucose DMEM supplemented with 10% FBS and antibiotics for 7 days. All cell cultures were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_ for 7 days prior to experiments. Both astrocytes and neurons were cultured in Neurobasal medium with no supplementation for the final 24 h.

**Fig. 1:**
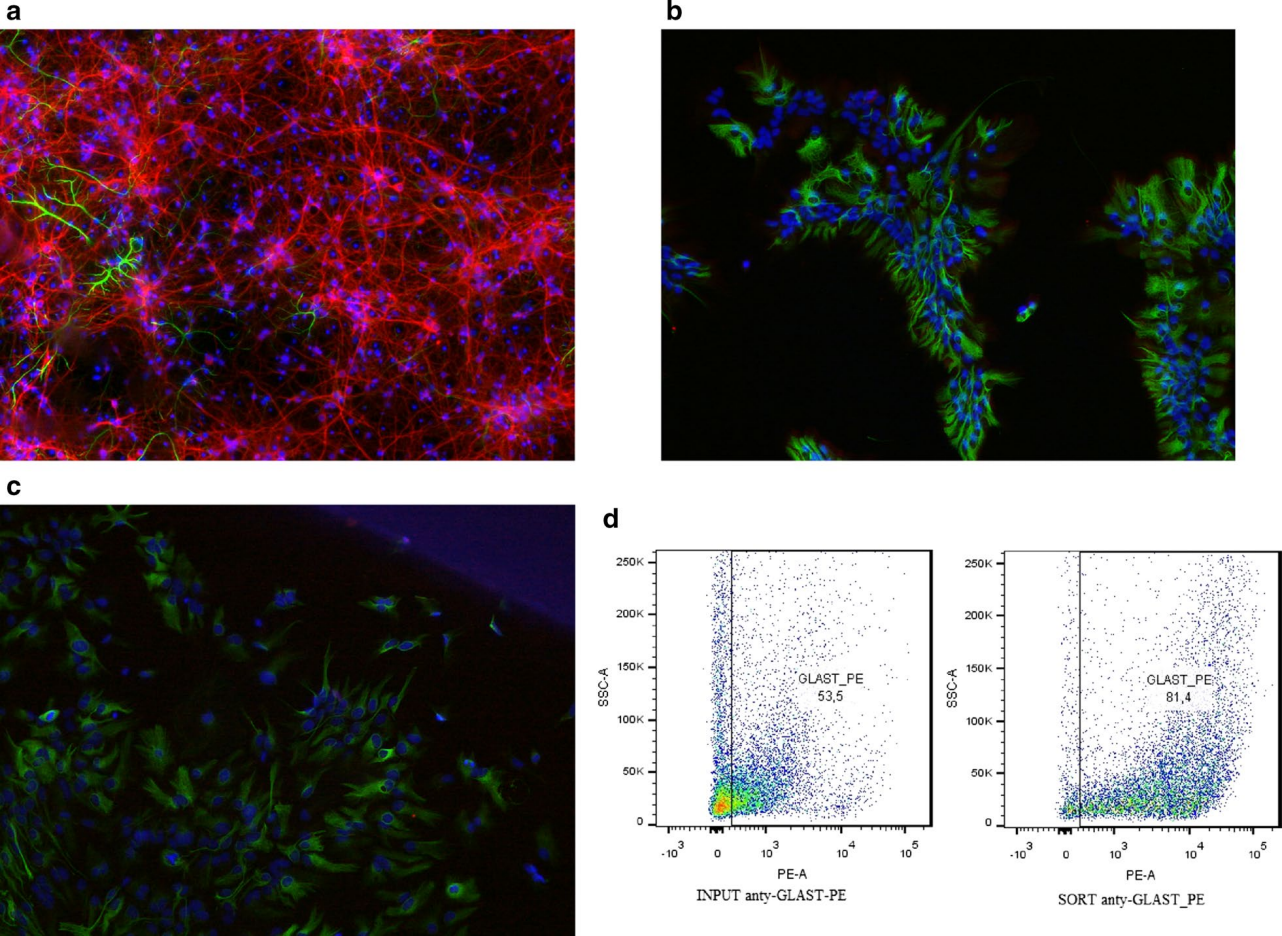
Primary cell cultures of neurons and astrocytes. The purity was estimated by immunostaining for specific protein markers. (**a**) Neuronal cultures were immunostained on glass slides against MAP2 protein (*red*), GFAP astrocyte specific protein (*green*) and DAPI (*blue*). The staining confirmed at least 90% purity of neuronal cultures from the mouse striatum. (**b**) Primary astrocytes stained against GFAP (*green*), MAP2 (*red*) and DAPI (*blue*). (**c**) Primary astrocytes stained against GFAP (*green*), NEUN (*red*) and DAPI (*blue*). (**d**) The enrichment of astrocytes was determined by flow cytometry of immunostained GLAST-positive cells isolated from the brains of 5 days old C57BL/6 J mice. Approximately 80% of the cells were GLAST-positive astrocytes after the separation on MACS columns

### Steroid ligands ex vivo treatments

Both neurons and astrocytes were exposed to dexamethasone (100 nM), corticosterone (10, 50 and 200 nM) aldosterone (200 nM), progesterone (200 nM), 5α-dihydrotestosterone (200 nM), or β-Estradiol (200 nM) for 4 h and 8 h (corticosterone only). The doses were selected based on previous studies [20–22]. To obtain stock solutions 1 mg of each compound was was dissolved in 100% ethanol and then diluted 50 times in neurobasal medium without supplements. As a result of dissolution we obtained stock solutions of dexamethasone (51 μM), corticosterone (57 μM), ß-estradiol (73 μM), progesterone (64 μM), aldosterone (55 μM) and testosterone (69 μM). The highest final solution of ethanol in culture medium was below 0.004% and this concentration was used as the vehicle negative control. The 4 h time point was selected based on previous in vitro studies using dexamethasone [18] and in vivo studies using progesterone and glucocorticoid receptor antagonist RU486 [8].

### RNA isolation

RNA was isolated following the manufacturer’s protocol and was further purified using the RNeasy Mini Kit (Qiagen Inc.). Total RNA concentration was measured using a NanoDrop ND-1000 (NanoDrop Technologies Inc., Montchanin, DE, USA). RNA quality was determined using an Agilent 2100 Bioanalyzer (RIN > 8)(Agilent, Palo Alto, CA, USA).

### Quantitative PCR

Reverse transcription was performed using Omniscript Reverse Transcriptase (Qiagen Inc.). TaqMan^®^ probes (Life Technologies) were used for the qPCR assays, which were run on the CFX96 Real-Time system (BioRad). Each template was generated from an individual sample, and the amplification efficiency for each assay was determined by running a standard dilution curve. Expression of the hypoxanthine–guanine phosphoribosyltransferase 1 (*Hprt1*) transcript, which showed stable levels following the treatment was quantified to control for variation in cDNA amounts. The abundance of RNA was calculated as 2^−(threshold cycle)^. Data were analyzed using Student’s *t* test.

### Gene expression profiling

First, 200 ng high-quality total RNA was used to generate cDNA and cRNA with the Illumina TotalPrep RNA Amplification Kit (Illumina Inc., San Diego, CA, USA). The procedure consisted of reverse transcription with an oligo(dT) primer bearing a T7 promoter using an Array-Script. The obtained cDNA became a template for in vitro transcription using T7 RNA polymerase and biotin UTP, which generated multiple copies of biotinylated cRNA. The purity and concentration of the cRNA were checked using an ND-1000 Spectrometer. Quality cRNA was then hybridized using Illumina’s direct hybridization array kit (Illumina). Each cRNA sample (1.5 μg) was hybridized overnight to the MouseWG-6 BeadChip arrays (Illumina) in a multiple-step procedure according to the manufacturer’s instructions; the chips were washed, dried and scanned on the BeadArray Reader (Illumina). Raw microarray data were generated using BeadStudio v3.0 (Illumina). Four biological replicates of the microarrays were prepared per experimental group. A total of 48 Illumina MouseWG-6 v2 microarrays (with probes for approximately 48,000 transcripts) were used in the experiment. To provide an appropriate balance in the whole dataset, groups were equally divided between the array hybridization batches.

### Microarray data analysis

Microarray quality control was performed using BeadArray R package. The following parameters were checked: number of outliers, number of beads and percentage of probes detected. After background subtraction, the data were normalized using quantile normalization and then log_2_-transformed. The obtained signal was taken as the measure of mRNA abundance derived from the level of gene expression. Statistical analysis of the results was performed using two-way ANOVA (for the factors drug and cell type) followed by false discovery rate (FDR) correction for multiple testing. To obtain drug-versus-control comparisons, a t-test was used followed by FDR correction. All statistical analyses were performed in R software.

### Cluster analysis

Hierarchical clustering was performed using the measure of correlation and complete linkage method. The cluster separation was performed based on up- and downregulation of transcripts. The functional annotation analysis tool DAVID was used to identify over-represented ontologic groups among the gene expression patterns and to group genes into functional classifications. For cell-type enrichment of mRNA, a recently published brain transcriptome database was used [13]. The identification of over-represented transcription factor binding sites was performed using the seqinspector database with default parameters [23].

## Results

### Differences in transcripts levels of steroid receptors between astroglial and neuronal primary cultures

We estimated levels of nuclear steroid receptors in neuronal and astroglial primary cultures using quantitative PCR (Fig. 2; upper panel). There was no difference between neurons and astrocytes in the expression of androgen receptor (*Ar*) and estrogen receptor 2 (*Esr2*) (*p* > 0.05). Neurons showed higher expression of mineralocorticoid receptor (*Nr3c2*) (*p* = 0.0005), progesterone receptor (*Pgr*) (*p* = 3.6 × 10^−7^), and estrogen receptor 1 (*Esr1*) (*p* = 1.1 × 10^−6^). Astrocytes showed higher levels of abundance of glucocorticoid receptor (*Nr3c1*) (*p* = 7.4 × 10^−7^). In addition, to compare mRNA levels between the receptors we used the available RNA-seq data from previous experiments by Piechota et al. [24] (Fig. 2; middle panel) and by Zhang et al. [13] (Fig. 2; lower panel). Consistent with the qPCR results, the previously published RNA-Seq studies by Piechota et al. [24] showed higher levels of expression of *Nr3c2*, *Pgr* and *Esr1* in neurons and higher levels of expression of *Nr3c1* in astrocytes. RNA-seq data published by Zhang et al. [13] were similar to qPCR results with two differences—astrocytes exhibited higher levels of *Nr3c2*, and mRNA of *Esr1* was undetected.

**Fig. 2:**
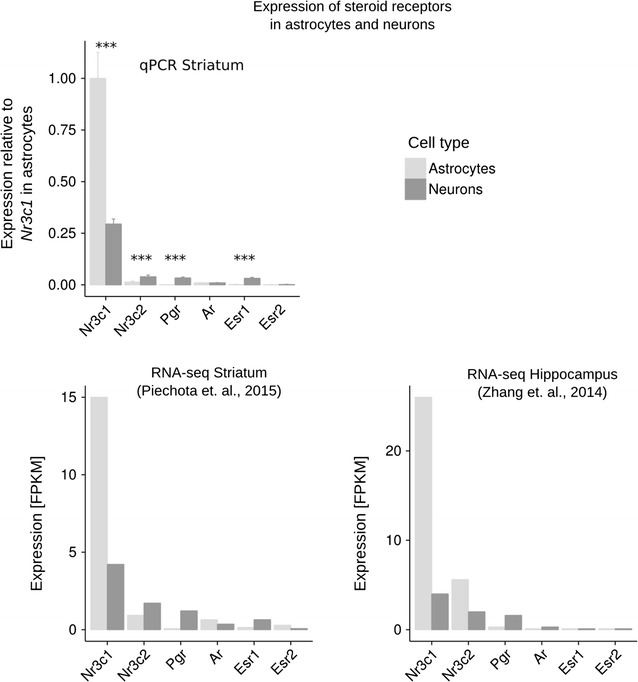
Levels of steroid hormone receptors in astroglial and neuronal primary cultures. Bar graphs (*upper left*) summarizing the qPCR-based measurement of gene expression of steroid nuclear receptors *Nr3c1, Nr3c2, Pgr, Ar, Esr1, Esr2* (n = 4–6). Significant differences in the expression between astrocytes and neurons are indicated by asterisks (*t* test, ***p < 0.001). Bar graphs (*bottom left*) summarizing RNA-seq-based measurement of gene expression of steroid nuclear receptors [24]. Bar graphs summarizing RNA-seq-based measurement of gene expression of steroid nuclear receptors as reported by [13]. Technique and tissue from which the primary cultures were derived are indicated in the titles of the particular plots

### Transcriptome alterations induced by steroid receptors agonists

We treated neuronal and astroglial primary cultures with dexamethasone (100 nM), aldosterone (200 nM), progesterone (200 nM) and estradiol (200 nM) for 4 h. 

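Striatal neurons and astrocytes of the mouse were grown as separate primary cultures and treated for 4 h with vehicle or with a steroid receptor agonist. Dexamethasone, a synthetic glucocorticoid, was given at 100 nM. Aldosterone, a mineralocorticoid, progesterone, the androgen dihydrotestosterone and the estrogen estradiol were given at 200 nM. Each of the 12 groups (2 cell types and 6 treatments) held 4 arrays, 48 arrays in all, and the labels number the arrays of a group from 1 to 4. The arrays read mRNA abundance through 46174 probes, of which 35725 carry a current gene symbol (20250 distinct symbols) and 10449 carry none here. The values are the log2 intensities that the authors normalized between arrays and deposited, and they were used as they stand with no filter on dim probes. They ran from 6.02 to 16.65. Of the probes, 61.1% had a mean under 7.5, where a change in mRNA is hard to tell from background. The number of arrays limits the precision; across probes, pairs of arrays of a group correlated at r of 0.990 to 0.996 (72 pairs; probes are not independent replicates). Groups were compared in limma with all 48 arrays in 1 fit, which left 36 residual degrees of freedom for each probe. The p-values were adjusted within each comparison (Benjamini-Hochberg), and a probe was called changed at a false discovery rate (FDR) of 0.01. A gene with several probes is represented by the probe with the highest mean over the arrays. For 15 lists of genes fixed before the data were examined, the members were counted and the list was tested with camera, which asks whether a list changed more than the other genes. The paper's supplementary fold changes, from the same experiment, had been read by then, so list members in that table count as seen. In the neuronal cultures, the arrays labelled vehicle 3 and dexamethasone 3 stood apart from the rest of their groups. The mean over the glucocorticoid receptor targets was 10.56 in vehicle 3 and 9.69 to 9.72 in the other vehicle arrays, and 9.98 in dexamethasone 3 and 10.45 to 10.50 in the other dexamethasone arrays. The labels were kept, and for results that change with these arrays the value with both exchanged, a setting chosen after seeing the data, is given beside the value under the labels.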

For gene expression profiling, we used Illumina Mouse WG-6 v2 microarrays. By performing two-way ANOVA (with the factor cell type and drug) we identified 956 genes regulated by steroids (FDR < 1%). 

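The strongest steroid effects were rises with dexamethasone in astrocytes. Slc25a33, a mitochondrial carrier of pyrimidine nucleotides, rose by 4.16 ± 0.10 (log2 fold change and its standard error, 4 arrays against 4; adjusted p = 1.71e-34). Bcat1, the cytosolic branched-chain amino acid transaminase, rose by 3.91 ± 0.11 (adjusted p = 1.71e-31), and Plin4, a coat protein of lipid droplets, by 3.74 ± 0.19 (adjusted p = 1.55e-21). Map3k6, a kinase of the stress-activated pathways, rose by 3.30 ± 0.12 (adjusted p = 1.68e-27). Among the falls, Wnt7a, a Wnt ligand, changed by -2.22 ± 0.12 (adjusted p = 6.20e-20) and Plau, the urokinase plasminogen activator, by -2.09 ± 0.21 (adjusted p = 6.87e-11). Tnfrsf11b, which encodes the decoy receptor osteoprotegerin, changed by -1.78 ± 0.12 (adjusted p = 6.65e-17). The moderated F test of limma over the 5 drug effects, averaged over both cell types, called 862 probes (633 genes). Dexamethasone gave the largest of the 5 changes in astrocytes for 838 of these probes. Tested against vehicle in astrocytes alone, 469 of the 862 probes were higher and 334 lower with dexamethasone, 161 were higher and 40 lower with aldosterone, and 18 were higher and 2 lower with progesterone. With the replicate number as a block, 1432 probes passed.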

In astrocytes we found 381 genes altered by dexamethasone (*t* test, FDR 1%), 19 by aldosterone, 0 by progesterone (9 at FDR 20% threshold), and 0 by dihydrotestosterone and estradiol. 

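Dexamethasone changed the largest number of genes in astrocytes, and the known targets of the glucocorticoid receptor rose together. Of 30 targets fixed before the data were examined, 25 were higher with dexamethasone and none lower (26 higher when adjusted over the list alone), with a median log2 fold change of 1.53. The paper's supplementary fold changes had been read by then, so the list may not be independent of these arrays. Among them, Tsc22d3 (also known as GILZ), which restrains inflammatory transcription, rose by 3.76 ± 0.17 (adjusted p = 9.67e-23), and Per1, a component of the circadian clock, by 2.37 ± 0.11 (adjusted p = 6.42e-23). The camera test of the list gave an adjusted p of 2.03e-75, and an adjusted p of 1.19e-07 with an estimated correlation. With aldosterone, Bcat1 rose by 2.01 ± 0.11 (adjusted p = 6.42e-19), Slc25a33 by 1.99 ± 0.10 (adjusted p = 2.68e-20) and the atypical kinase gene Mapk4 by 1.90 ± 0.13 (adjusted p = 3.32e-15). Cemip, which takes part in the breakdown of hyaluronan, changed by -0.83 ± 0.12 with aldosterone (adjusted p = 1.64e-05). In all, 881 probes (614 genes) were higher and 723 (565 genes) lower with dexamethasone, 196 (145 genes) were higher and 46 (38 genes) lower with aldosterone, and 20 (18 genes) were higher and 2 (2 genes) lower with progesterone. At FDR 0.2, 80 probes were higher and 23 lower with progesterone, 103 in all (1142 with the replicate number as a block, 156 with the filter on dim probes, 41 with a separate fit for each cell type, 0 with the methods' test, 186 and 55 without vehicle 1 and 4, and 62, 61 and 197 without progesterone 1, 2 and 3). Limma called 0 probes for dihydrotestosterone, as did the methods' test, while 3346 probes had an unadjusted p under 0.05 (2308.7 expected by chance) and 14 passed FDR 0.2. For estradiol it called 1 probe, which was lower and carries no gene symbol here, and 2908 probes had an unadjusted p under 0.05. With the replicate number as a block, the counts were 2467 for dexamethasone, 499 for aldosterone, 56 for progesterone and 6 for dihydrotestosterone. With the methods' test they were 254, 11, 0 and 0. The count for progesterone was 5 without vehicle 3, 8 without vehicle 4, and 6, 11, 13 and 14 without progesterone 1, 2, 3 and 4, that for dihydrotestosterone was 1 without dihydrotestosterone 1, and that for estradiol was 0 without vehicle 2 or 3 or without estradiol 1, 3 or 4.

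**Figure D1:**
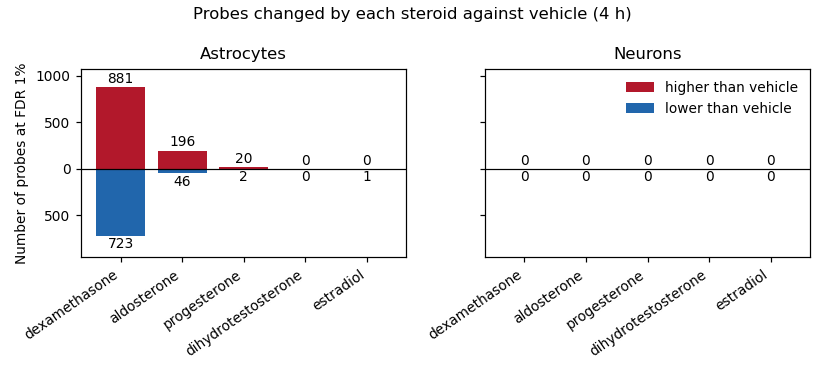
Number of probes higher (positive side) and lower (negative side) than vehicle at FDR 0.01 in limma, for each of the 5 steroids in astrocytes and in neurons (4 arrays per group). Dexamethasone in astrocytes has 881 higher and 723 lower probes, and each of the 5 comparisons in neurons has 0 under the labels as given. With the neuron arrays vehicle 3 and dexamethasone 3 exchanged (not drawn), dexamethasone in neurons has 61 higher and 17 lower.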

In neurons we identified 0 genes regulated by dexamethasone (19 at FDR 20%), and 0 by aldosterone, progesterone, dihydrotestosterone and estradiol. 

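In the neuronal cultures no gene passed FDR 0.01 with any of the 5 steroids under the labels as given. At FDR 0.2, 4 probes were higher with dexamethasone. They represent Mt1, a metallothionein (log2 fold change 0.92 ± 0.18), the phosphoinositide-binding protein gene Plekhf1 (0.67 ± 0.13), Hif3a, a regulator of the hypoxia response (0.88 ± 0.18), and Gadd45g, a stress response gene (0.57 for its probe with the lower mean), each with an adjusted p of 0.158. Aldosterone raised 1 probe at FDR 0.2, that of Atp5o, a subunit of the mitochondrial ATP synthase (0.69 ± 0.13, adjusted p = 0.189). Of the 30 glucocorticoid receptor targets, 0 passed FDR 0.01 with dexamethasone, but 10 were higher and 0 lower when adjusted over the list alone. Their median log2 fold change was 0.33, and the list was higher in the camera test (adjusted p = 1.08e-27, adjusted p = 0.00107 with an estimated correlation). Genes of the interferon response were lower (adjusted p = 0.0134), a call lost with an estimated correlation (adjusted p = 0.613), with the filter on dim probes (0.0549), without vehicle 1 (0.203) or 2 (0.102) and without dexamethasone 2 (0.0736). Limma and the methods' test called 0 probes for each steroid at FDR 0.01. The probes with an unadjusted p under 0.05 numbered 1514 for dexamethasone, 1067 for aldosterone, 1254 for progesterone, 1215 for dihydrotestosterone and 1312 for estradiol. Each count lies below the 2308.7 expected by chance, in a fit that takes no account of the replicate number. The fit with the number as a block gave 2529 for dexamethasone, above 2308.7. It gave 1936 for aldosterone, 2186 for progesterone, 2072 for dihydrotestosterone and 2214 for estradiol. The lower counts therefore do not show an absence of effects. With the replicate number as a block, 1 probe passed FDR 0.01 for dexamethasone and 27 passed FDR 0.2. The counts for dexamethasone at FDR 0.01 and FDR 0.2 rest on the arrays numbered 3: they were 23 and 85 without vehicle 3, 8 and 38 without dexamethasone 3, and 78 (61 higher and 17 lower) and 142 with both exchanged. Without any other vehicle array, or without dexamethasone 1 or 2, the count at FDR 0.2 was 0, without dexamethasone 4 it was 1, and the count for aldosterone at FDR 0.01 was 1 without aldosterone 1.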

We performed gene ontology analysis of genes regulated by dexamethasone (n = 381), aldosterone (n = 19) and progesterone (n = 9 at less restrictive threshold). The complete lists of regulated genes are presented in the supplementary materials (Additional file 1).

We performed functional analyses of genes regulated by dexamethasone, aldosterone and progesterone. Using the DAVID tool we looked for overrepresented gene ontology terms and molecular pathways. 

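Single genes with roles in cell survival, the control of inflammation and cell contact rose in astrocytes treated with dexamethasone. Bcl2l1, an inhibitor of apoptosis, rose by 1.28 ± 0.11 (log2 fold change and standard error, adjusted p = 1.04e-12). Cdkn1a, the cyclin-dependent kinase inhibitor p21, rose by 1.21 ± 0.10 (adjusted p = 2.94e-13), and Trp63, a transcription factor related to p53, by 1.12 ± 0.12 (adjusted p = 3.09e-10; -0.11 for another probe near background). Ada, which encodes adenosine deaminase, rose by 1.49 ± 0.12 (adjusted p = 2.96e-14; 0.38 for a dimmer probe that did not pass). Zfp36, whose product destabilizes the mRNA of cytokines, rose by 1.16 ± 0.12 (adjusted p = 2.06e-10). Of 28 cell cycle genes measured, Cdkn1a was higher and none was lower (1 higher and 2 lower when adjusted over the list alone), and the list did not pass the camera test (adjusted p = 0.0611, lower). It passed with the replicate number as a block (adjusted p = 0.0363), with quantile normalization within each cell type (0.0390), without vehicle 3 (0.0326) and without dexamethasone 2 (0.0386). Of 18 genes of cell junction and adhesion, 4 were higher and none was lower (the same counts when adjusted over the list alone). They were the gap junction gene Gjb6, the junctional adhesion gene Jaml (Amica1 in older annotation), Tns1, which links integrins to actin (2.58 ± 0.11, adjusted p = 6.44e-24), and Cldn1, a claudin of tight junctions (0.58 ± 0.14, adjusted p = 0.00582). The list's median was -0.03 and its mean 0.42, and the camera test called it higher (adjusted p = 0.0108), a call lost with an estimated correlation (adjusted p = 0.100).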

We found that genes upregulated by dexamethasone are functionally heterogeneous and include only a few overrepresented terms: positive regulation of cell proliferation (*p* = 1.0 × 10^−5^; FDR = 0.014; e.g. *Bcl2l1*, *Cdkn1a*, *Trp63*), negative regulation of inflammatory response (*p* = 0.0015; FDR = 0.21; *Ada*, *Zfp36*), cell junction (*p* = 0.012; FDR = 0.36; *Amica1*, *Gjb6*). 

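Dexamethasone lowered cytokine and chemokine genes in astrocyte cultures. Ccl3, a chemokine that attracts monocytes, changed by -1.91 ± 0.24 (log2 fold change and standard error, adjusted p = 6.26e-08). The interleukin gene Il1b changed by -1.06 ± 0.11 (adjusted p = 3.95e-10) and the tumor necrosis factor gene Tnf by -0.93 ± 0.10 (adjusted p = 1.75e-10), both from levels near background (7.82 ± 0.12 and 7.91 ± 0.15 with vehicle, SD, n = 4). Cxcl10, a chemokine induced by interferon, changed by -2.09 ± 0.13 (adjusted p = 1.69e-17). Tlr2, a receptor for bacterial lipoproteins, changed by -1.08 ± 0.11 (adjusted p = 5.96e-11), and Ighm (formerly Igh-6), an immunoglobulin heavy chain, by -0.83 ± 0.11 (adjusted p = 3.19e-07). Of 22 cytokine and chemokine genes measured, 7 were lower and 1, Ccl9, was higher (9 and 1 when adjusted over the list alone). The median log2 fold change of this list was -0.18, and the list was lower in the camera test (adjusted p = 5.59e-08, adjusted p = 1.60e-04 with an estimated correlation). Of 30 genes of toll-like receptor and NF-kB signaling, 6 were lower and 2 higher (7 and 2 when adjusted over the list alone). Relb, an NF-kB subunit, changed by -0.82 ± 0.08 and Tlr3, a receptor for double-stranded RNA, by -0.52 ± 0.10, whereas Nfkbia, the inhibitor of NF-kB, and Tlr7, a receptor for single-stranded RNA, were the members that rose. This list was lower in the camera test (adjusted p = 0.0255), a call lost with an estimated correlation (adjusted p = 0.134), without vehicle 1 (0.0631) and without dexamethasone 4 (0.0508). Ccl12 was not analysed here.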

The genes downregulated by dexamethasone are functionally related to the immune response: toll-like receptor signaling pathway (*p* = 5.7 × 10^−8^; FDR = 4.1 × 10^−6^; *Ccl3*, *Il1b*, *Tnf*), cytokine–cytokine receptor interaction (*p* = 5.2 × 10^−5^; FDR = 1.9 × 10^−3^; *Ccl12*, *Cxcr10*), or immune response (*p* = 1.2 × 10^−4^; FDR = 0.098; *Tlr2*, *Igh*-6). We did not find any overrepresented terms for genes regulated by aldosterone or progesterone.

We evaluated transcriptional mechanisms controlling gene expression using the seqinspector tool [23] that utilize previously published ChIP-seq experiments [12, 25]. Promoters of genes upregulated by dexamethasone in astrocytes were enriched in ChIP-seq signal for glucocorticoid receptor (SRA id: SRA027300, *p* = 16 × 10^−10^). Promoters of genes downregulated by dexamethasone in astrocytes have binding sites for E2F1 (GEO id: GSM881059, *p* = 5.2 × 10^−8^), REL (GEO id: GSM881134, *p* = 4.7 × 10^−6^), RELA (GEO id: GSM881114, *p* = 6.0 × 10^−6^), JUNB (GEO id: GSM881079, *p* = 6.3 × 10^−6^), STAT2 (GEO id: GSM881162, *p* = 5.3 × 10^−5^), IRF4 (GEO id: GSM881150, *p* = 5.9 × 10^−5^), NFKB1 (GEO id: GSM881154, *p* = 1.2 × 10^−4^). Promoters of genes upregulated by aldosterone in astrocytes contain binding sites for glucocorticoid receptor (SRA id: SRA027300, *p* = 1.1 × 10^−14^). Genes regulated by progesterone in astrocytes have binding sites for BHLHE40 (GEO id: GSM912922, *p* = 2.3 × 10^−9^) and glucocorticoid receptor (SRA id: SRA027300, *p* = 8.7 × 10^−9^).

### Gene expression changes induced by corticosterone

We compared transcriptional alterations induced by dexamethasone and aldosterone to endogenous non-specific glucocorticoid and mineralocorticoid receptors agonist, corticosterone. The effects of corticosterone on gene expression were measured in neurons and astrocytes in time and dose dependent manner by using quantitative PCR. 

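Fkbp5, Zbtb16 and Sgk1 rose in astrocytes with dexamethasone and with aldosterone. Fkbp5, a co-chaperone that lowers the affinity of the glucocorticoid receptor for its ligand, went from 8.49 ± 0.25 with vehicle to 13.09 ± 0.12 with dexamethasone (log2 intensity, SD, n = 4) and 11.16 ± 0.10 with aldosterone. These are log2 fold changes of 4.60 ± 0.15 (standard error, adjusted p = 3.94e-29) and 2.68 ± 0.15 (adjusted p = 6.42e-19). Sgk1, a kinase that regulates ion transport, is abundant with vehicle (13.57 ± 0.26) and rose by 1.56 ± 0.15 with dexamethasone (adjusted p = 6.16e-11) and by 0.97 ± 0.15 with aldosterone (adjusted p = 5.66e-05). Zbtb16, a zinc finger transcription factor, lies near background with vehicle (7.45 ± 0.26) and rose by 1.27 ± 0.11 with dexamethasone (adjusted p = 2.71e-13) and by 0.73 ± 0.11 with aldosterone (adjusted p = 9.06e-06). With progesterone, the changes in astrocytes were 0.64 ± 0.15 for Fkbp5 (adjusted p = 0.0809), 0.25 ± 0.15 for Sgk1 (adjusted p = 0.781) and 0.09 ± 0.11 for Zbtb16 (adjusted p = 0.909). In neurons with dexamethasone they were 0.47 ± 0.15 for Fkbp5, 0.07 ± 0.15 for Sgk1 and 0.11 ± 0.11 for Zbtb16, each with an adjusted p of 0.997. The dexamethasone effect was larger in astrocytes than in neurons for Sgk1 (difference 1.49 ± 0.22, adjusted p = 4.06e-06) and for Zbtb16 (1.15 ± 0.15, adjusted p = 2.44e-07). With the neuron arrays vehicle 3 and dexamethasone 3 exchanged, the change in Fkbp5 in neurons was 0.86 ± 0.10 (adjusted p = 2.17e-07), whereas Sgk1 and Zbtb16 did not pass (0.24 ± 0.15 and 0.08 ± 0.11).

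**Figure D2:**
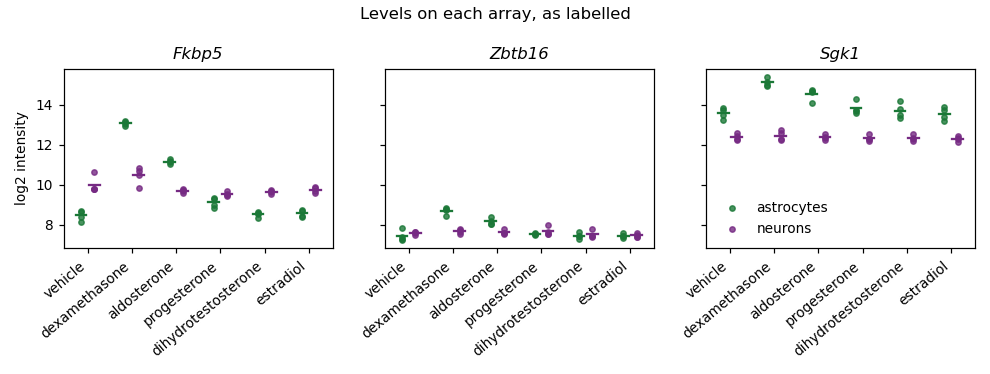
Log2 intensity of Fkbp5, Zbtb16 and Sgk1 on each array (points) with the mean of each group (lines, n = 4), for vehicle and the 5 steroids in astrocytes and in neurons. In astrocytes the Fkbp5 mean is 13.09 with dexamethasone and 8.49 with vehicle.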

From the list of genes detected by microarray profiling we selected three previously known glucocorticoid-receptor-dependent transcripts (*Fkbp5, Zbtb16* and *Sgk1*) (Fig. 3). For statistical analysis we used three way ANOVA for cell type, dose and time factors. Interaction between factors was statistically significant (*p* < 0.05) for all of the transcripts examined. Tukey HSD test was used as a post hoc test. All inspected transcripts were significantly upregulated in astrocytes (at doses of 50 nM and 200 nM) in both 4 h and 8 h time points. None of the inspected transcripts were significantly regulated in neuronal cells.

**Fig. 3:**
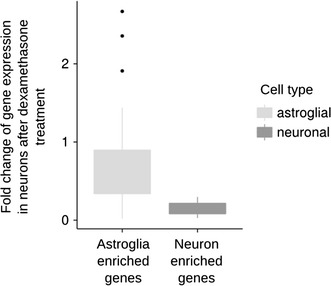
Dexamethasone-induced regulation of astroglia specific genes in neuronal primary cultures. The *bar graph* summarizes the induction of gene expression in neurons after dexamethasone treatment. Two groups of genes are presented: astrocyte-specific genes (log_2_ ratio of astroglial to neuronal expression higher than 2) and neuron-specific genes (log_2_ ratio of astroglial to neuronal expression lower than −2)

### Glial enrichment of dexamethasone induced gene expression alterations in neurons

We observed that the genes induced in neurons (top 20, *t* test FDR < 26%) were expressed at higher levels in astrocytes (*p* = 0.0017, *t* test between expression levels for controls in neurons and astrocytes). 

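The genes that ranked highest for a rise with dexamethasone in neurons include several that are abundant in astrocytes. Of the 20 genes with the smallest p, Plekhf1 was 3.86 log2 units higher in vehicle astrocytes than in vehicle neurons, Sult1a1, a sulfotransferase, 2.67 higher, Fam107a, an actin-binding protein gene, 2.59 higher, and the lysolipid transporter gene Mfsd2a 2.16 higher. Sult1a1 lay near background on the neuron arrays vehicle 1, 2 and 4 (6.93 to 7.09) and at 9.44 on vehicle 3, so its difference is a lower bound. Hif3a was more abundant in neurons (difference -1.68). None of the 20 passed FDR 0.01 in neurons, and their highest adjusted p was 0.805. The mean difference between vehicle astrocytes and vehicle neurons was 1.00 ± 1.45 (log2, SD over 20 genes; two-sided permutation test with 100000 sign flips, p = 0.00662). The genes are not independent replicates, and the neuron vehicle arrays both rank the genes and enter this difference. On the arrays of the other 4 steroids, a check chosen after seeing the data, in which these arrays bear on the choice of the genes only through the spread, the mean difference was 1.45 and 15 of the 20 genes were higher in astrocytes (permutation test, p = 0.00101). The value depends on single arrays and on the fit: it was 0.58 (permutation test, p = 0.108) without neuron vehicle 1, 0.61 without neuron vehicle 4, 0.56 (p = 0.0724) with a separate fit for each cell type and 0.29 (p = 0.26) with the methods' test. With the neuron arrays vehicle 3 and dexamethasone 3 exchanged, the 20 genes that then ranked highest had a highest adjusted p of 1.88e-05 and a mean difference of 1.64 (permutation test, p = 4.1e-04).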

Using the top 100 genes identified by two-way ANOVA in the whole experiment and compared fold induction of astroglia and neuron-specific genes in dexamethasone treated neurons (Fig. 4). In neuronal primary cultures, we observed higher induction of dexamethasone-induced astroglia enriched genes than dexamethasone-induced neuron enriched genes (*p* = 0.032, *t* test between fold changes in gene expression) (Fig. 5).

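In dexamethasone-treated neurons, the change was larger for genes enriched in astrocytes than for genes enriched in neurons. Among the 78 genes of the 100 probes with the smallest p for a drug effect, those that rose with dexamethasone in astrocytes and lay more than 2 log2 units apart between the vehicle cultures formed the sets. The 5 astroglia-enriched genes changed in neurons by a mean of 0.61 ± 0.40 (log2, SD over genes). They were Sult1a1 (1.26 ± 0.29, standard error), Gadd45g (0.57 ± 0.12 for its probe with the lower mean, the 1 among the 100), Spsb1, an adaptor of a ubiquitin ligase (0.56 ± 0.15), Lcn2, the iron carrier lipocalin (0.50 ± 0.17), and the small heat shock protein gene Hspb1 (0.16 ± 0.14). The 6 neuron-enriched genes changed by a mean of 0.06 ± 0.12. Of these, the transaminase gene Bcat1 changed by 0.25 ± 0.11, Mycl, a transcription factor of the Myc family, by 0.12 ± 0.09, and the oxidoreductase gene Mical2, which acts on actin, by 0.00 ± 0.13. No single gene of either set passed FDR 0.01 in neurons. The difference between the means was 0.55 (exact two-sided permutation test over the genes, p = 0.00433; genes are not independent replicates), and it ran from 0.34 (without neuron dexamethasone 1) to 0.98 (without neuron vehicle 3) when 1 array was left out. With each gene's probe of highest mean, 4 genes stood against 6 (difference 0.56, exact permutation test, p = 0.00952). The vehicle arrays both set the enrichment and form the baseline of the change. With the levels taken on the arrays of the other 4 steroids, the means were 0.72 for 7 genes and 0.07 for 5 (exact permutation test, p = 0.00758). Both of these checks were chosen after seeing the data. With the neuron arrays vehicle 3 and dexamethasone 3 exchanged, 11 astroglia-enriched genes changed by a mean of 1.13 and 6 neuron-enriched genes, with Ddit4 in place of Adarb1, by 0.17 (exact permutation test, p = 0.0076). The 100 probes were chosen by a drug effect averaged over both cell types, neurons included. The change in neurons thus bears on which genes entered the sets, with and without the exchange, and the p-values do not allow for this.

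**Figure D3:**
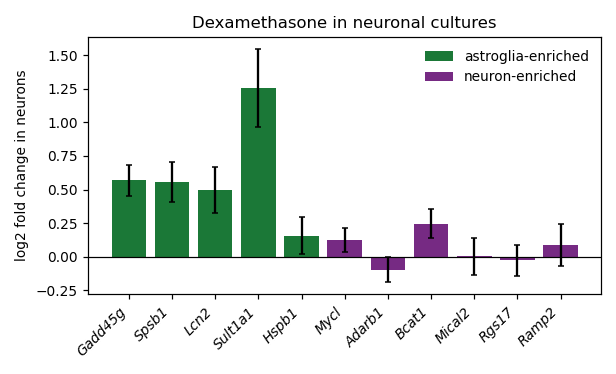
Log2 fold change with dexamethasone in neurons (bars, with the standard error from limma; 4 arrays against 4) for the 5 astroglia-enriched and the 6 neuron-enriched genes. Gadd45g is shown by its probe with the lower mean, and Sult1a1 has the highest bar (1.26).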

**Fig. 4:**
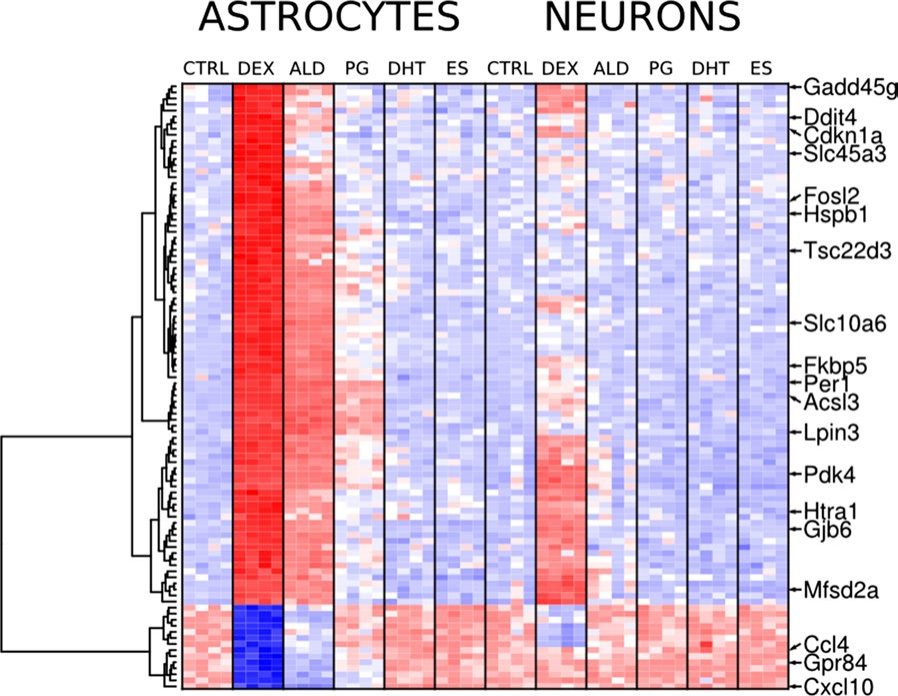
Steroid receptor agonist induced transcriptome alterations. Microarray results are shown as a heat map and include the top 100 genes with significant differences shown by two-way ANOVA for the drug factor. Colored rectangles represent transcript abundance in neurons and astrocytes in control samples (CTRL) and after treatment with dexamethasone (DEX), aldosterone (ALD), progesterone (PG), dihydrotestosterone (DHT) or estradiol (ES). The intensity of the color is proportional to the standardized values (*blue* low, *red* high). Clustering was performed using correlation distance and complete tree-building method. Particularly interesting gene symbols are shown on the right. The data for neurons and astrocytes were adjusted for means in the control groups to better visualise the effects of steroid compounds. FPKM—fragments per kilobase of exon per million fragments mapped

**Fig. 5:**
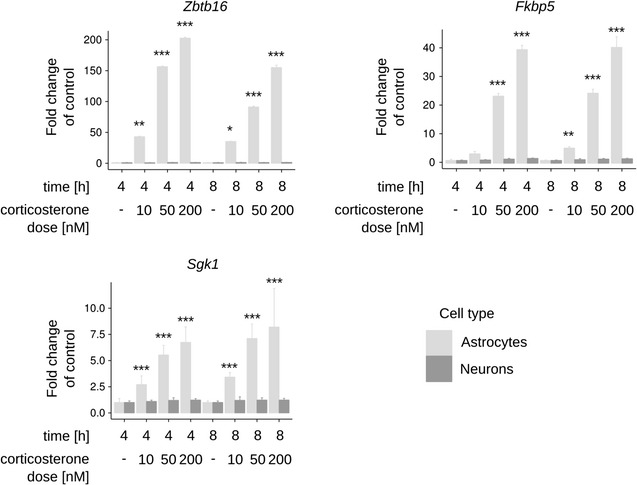
Effects of corticosterone on gene expression of selected genes in astrocytes and neurons. *Bar graphs* summarizing the qPCR-based measurements of changes in the expression of selected genes following the indicated corticosterone dose and time. Data are presented as the fold change over the control group (without corticosterone) ± standard deviation (n = 3–4). Significant differences from the post hoc analysis using a Tukey’s honest significant difference test (vs. appropriate control) by *asterisks* (***p < 0.001, **p < 0.01 and *p < 0.05)

## Discussion

The most remarkable observation of this study was the weak, or absent response of neurons to hormonal stimulus. 

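The effect of dexamethasone itself was compared between the cell types, probe by probe. Under the labels as given, Fkbp5 had the largest excess in astrocytes, a difference of 4.14 ± 0.21 between the log2 fold changes (standard error, adjusted p = 1.27e-20). Slc25a33 followed with 3.79 ± 0.14 and Bcat1 with 3.67 ± 0.15, and for Errfi1, a feedback inhibitor of the epidermal growth factor receptor, the difference was 3.05 ± 0.15 (adjusted p = 9.39e-21). Among the genes that fell, the difference was -2.12 ± 0.19 for Cxcl10 (adjusted p = 4.68e-12) and -1.95 ± 0.35 for the chemokine gene Ccl4 (adjusted p = 1.96e-04). At FDR 0.01, 416 probes (292 genes) had a more positive effect in astrocytes and 201 (158 genes) a more negative one, 617 in all. Of 30 glucocorticoid receptor targets, 19 had a more positive effect in astrocytes and 0 a more negative one (20 and 1 when adjusted over the list alone). With the replicate number as a block, 966 probes differed. The methods' test gave 257, and 591 probes differed with the neuron arrays vehicle 3 and dexamethasone 3 exchanged, where Slc25a33 (3.76) ranked before Fkbp5 (3.74) and the difference for Ccl4 was -1.39.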

As has previously been suggested, the main component of transcriptional response to adrenal steroids is not neuronal but astroglial [8, 26, 27]. This hypothesis was based on astrocyte-specific gene enrichment (higher level of expression) among glucocorticoid inducible transcripts [26]. In our previous studies, we have also shown that an inducible form of *Sgk1* is present in astrocytes and not in neurons [18]. In that study, we found that, unlike astrocytes, neurons are not transcriptionally responsive to dexamethasone treatment. We hypothesized that in the previous experiments, the lack of transcriptional response of neurons to dexamethasone might have been caused by cell culture conditions and low concentration of dexamethasone (10 nM). Thus, in this study neurons and astrocytes were cultured in the same manner for the final 3 days. However, despite all those previous indications, we were startled by the low induction of gene expression in neurons. The most unexpected result was the lack of response of neurons to progesterone, despite the high expression of progesterone receptor [13] and the promotion of neuronal survival by this steroid [28, 29]. The presented in vitro study has several limitations. The model may not accurately reflect the effect of steroids on gene expression in neurons in the brain. It is possible that neurons isolated from embryonic tissue are subsensitive to steroids. Such a mechanism may insulate the brain from developmental interference from external steroids such as xenobiotic or maternally-generated steroids. Neonatal neurons cultured for 7 days are not fully developed and may have a lower number of functional synapses compared to mature cells. Moreover, our study was designed to detect changes with twofold or higher, with a power of >50%. Thus, smaller changes in mRNA abundance levels in neurons might have gone undetected.

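The size of change that 4 arrays against 4 could detect was tested on simulated data, made by shuffling the arrays' deviations from their group means and giving 200 probes a known rise or fall, 50 probes for each size. At a 2-fold change, 98% of the changed probes passed FDR 0.01 in limma in the simulated comparison of dexamethasone with vehicle in astrocytes and 96% in that in neurons. With the methods' test, 36% and 54% passed. At 1.5-fold, 80% passed in limma in astrocytes and 76% in neurons. Over all sizes together, the simulated comparisons gave 0 false calls in astrocytes and 19 in neurons. Beside 200 changed probes, 19 is more than an FDR of 0.01 allows. The shuffling did not keep the pairs of arrays with the same number. The changed probes were drawn at random. They do not carry the spread that the neuron arrays vehicle 3 and dexamethasone 3 give to genes such as Gjb6 and Pdk4. The standard errors of these 2 genes in neurons were 0.30 and 0.33 under the labels, and 0.12 and 0.16 with both arrays exchanged. The 96% therefore does not hold for such genes. Each change was added in full to probes of any level, dim ones included, where a change in mRNA is hard to tell from background. For the measured genes, the interval of the effect in neurons bears on the same limit. Under the labels as given, the confidence interval of the log2 fold change with dexamethasone in neurons ran from 0.17 to 0.76 for the co-chaperone gene Fkbp5, from -0.25 to 0.38 for the kinase gene Sgk1 and from -0.10 to 0.32 for the transcription factor gene Zbtb16, each below a 2-fold change. For the pyruvate dehydrogenase kinase gene Pdk4 it ran from 0.87 to 2.21 and for the connexin gene Gjb6 from 0.41 to 1.63, which leaves room for 2-fold changes. When the neuron arrays vehicle 3 and dexamethasone 3 were exchanged, the interval ran from 0.65 to 1.07 for Fkbp5, from 1.90 to 2.40 for Gjb6 and from 2.22 to 2.85 for Pdk4, so that a 2-fold change lies within the first and below the others.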

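In astrocytes, no named gene passed FDR 0.01 in limma with dihydrotestosterone or with estradiol, whereas with the replicate number as a block 6 probes passed for dihydrotestosterone, Nek11 among them (adjusted p = 0.00527). The genes with the smallest p for dihydrotestosterone were Nek11, a kinase of the DNA damage checkpoint (log2 fold change 0.49 ± 0.10, adjusted p = 0.108), Optc, a proteoglycan of the extracellular matrix (0.45 ± 0.09, adjusted p = 0.108), and Fam167b (0.43 ± 0.09, adjusted p = 0.131). For estradiol they were Tsnaxip1 (0.43 ± 0.09), Epsti1 (0.39 ± 0.08) and Pik3ip1, an inhibitor of phosphoinositide kinase (0.36 ± 0.08), each with an adjusted p of 0.310. Against the same vehicle arrays, Nek11 was also higher with dexamethasone (0.39), aldosterone (0.46) and progesterone (0.52), and changed by 0.44 with estradiol. In neurons, Laptm5, a lysosomal protein gene, changed by 0.39 ± 0.10 with dihydrotestosterone (adjusted p = 0.997), and by 0.20 without dihydrotestosterone 2, the array with a microglia marker mean of 9.50 against 8.75 to 8.80 on the others of its group. Of 13 estrogen- and androgen-responsive genes, 0 were higher or lower in limma with either steroid in astrocytes, also when adjusted over the list alone. Greb1, a target of the estrogen receptor, changed by 0.09 ± 0.13 with estradiol, with an interval of -0.16 to 0.35, and by 0.14 ± 0.13 with dihydrotestosterone. Genes of the interferon response were higher with dihydrotestosterone in astrocytes by a median of 0.20 in the camera test (adjusted p = 8.70e-05), a call lost with an estimated correlation (adjusted p = 0.463), and 0 of 22 passed FDR 0.01. The mean of this list was 10.54 and 10.24 on dihydrotestosterone 1 and 3, and 9.88 and 9.77 on 2 and 4, against 9.83 to 9.93 on the vehicle arrays. The probes of the receptors lay near background with vehicle: Esr1, the estrogen receptor alpha gene, at 6.80 ± 0.20 (SD, n = 4) in astrocytes and 7.41 ± 0.16 in neurons, and Esr2 at 6.91 ± 0.15 and 6.92 ± 0.10. Of 14 genes of steroid receptors and coregulators, 0 changed with dihydrotestosterone or estradiol in astrocytes. Dihydrotestosterone and estradiol, an androgen and an estrogen given at the same dose, differed at 0 probes in limma and at 0 with the methods' test. At an unadjusted p under 0.05 they differed at 1650 probes, with 2308.7 expected by chance, and at 2751 with the replicate number as a block. Whether this count lies below chance thus depends on the fit. The interval of their difference was -0.26 to 0.18 for the clock gene Per1 and -0.34 to 0.25 for Fkbp5.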

Neither neurons nor astrocytes responded to estradiol or dihydrotestosterone, likely because of low levels of these receptors in our cultures. Although these steroids have not acted transcriptionally in our case, they might act on membrane channels and receptors such as GABAA [30]. Although the astrocytes express far fewer progesterone receptors [13] than do neurons, they responded to progesterone transcriptionally. Nevertheless, this response was much weaker than those caused by dexamethasone or aldosterone. 

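Progesterone raised a small set of genes in astrocytes. The clock gene Per1 rose by 1.00 ± 0.11 (log2 fold change and standard error, adjusted p = 2.44e-07), from 10.11 ± 0.15 to 11.11 ± 0.22 (log2 intensity, SD, n = 4). Folh1, which encodes a glutamate carboxypeptidase, rose by 0.81 ± 0.10 (adjusted p = 5.84e-06) from a level near background (6.92 ± 0.07), Mapk4 by 1.00 ± 0.13 (adjusted p = 1.40e-05) and Bcat1 by 0.86 ± 0.11 (adjusted p = 5.84e-06). Tsc22d3 was higher by 1.00 ± 0.17 (adjusted p = 0.00280) and Acsl3, an acyl-CoA synthetase, by 0.67 ± 0.13 (adjusted p = 0.00869). The calls for Tsc22d3 and Acsl3 were lost without vehicle 2, 3 or 4 or without progesterone 1, 3 or 4. Of the 30 glucocorticoid receptor targets, 2 were higher and 0 lower (5 and 1 when adjusted over the list alone), and the list was higher in the camera test (adjusted p = 1.95e-06), a call lost with an estimated correlation (adjusted p = 0.281). Among the estrogen- and androgen-responsive genes, Acsl3 was the 1 of 13 that passed (2 when adjusted over the list alone), and that list was higher too (adjusted p = 0.0162), a call lost with an estimated correlation (adjusted p = 0.0884), without vehicle 1 (0.0890) or 3 (0.274) and without progesterone 3 (0.0699). Markers of the oligodendrocyte lineage and of fibroblasts were higher with progesterone in the camera test (adjusted p = 0.00294 and 0.0132), calls lost with an estimated correlation (adjusted p = 0.198 for both). The progesterone receptor gene Pgr lay near background, at 6.92 ± 0.25 in vehicle astrocytes and 7.35 ± 0.10 in vehicle neurons.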

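Aldosterone and progesterone were given at the same dose and time, so the difference between them in astrocytes was tested directly. Aldosterone carries an aldehyde and hydroxyl groups that progesterone lacks. Fkbp5 was 2.04 ± 0.15 higher with aldosterone than with progesterone (log2, standard error, adjusted p = 5.68e-14). Tsc22d3 was 1.64 ± 0.17 higher (adjusted p = 1.23e-08), Slc10a6, a transporter of sulfated steroids, 1.59 ± 0.12 higher (adjusted p = 5.68e-14) and Per1 0.91 ± 0.11 higher (adjusted p = 3.28e-07). Cxcl10, the chemokine induced by interferon, was lower with aldosterone (difference -0.96 ± 0.13). In all, 49 probes (39 genes) were higher and 6 (6 genes) lower with aldosterone than with progesterone. Against dihydrotestosterone and estradiol, aldosterone differed at 152 and 153 probes, and progesterone at 7 and 7. Per1 was 1.03 ± 0.11 higher with progesterone than with dihydrotestosterone (adjusted p = 1.06e-07) and 0.99 ± 0.11 higher than with estradiol (adjusted p = 3.31e-07). Dexamethasone was given at another dose and was not tested against the other steroids. With the replicate number as a block, aldosterone differed from progesterone at 98 probes, from dihydrotestosterone at 278 and from estradiol at 278, and progesterone differed from these at 19 and 21; the methods' test gave 0, 12, 14, 1 and 0. Progesterone differed from estradiol at 4 probes without estradiol 3 or 4 or progesterone 1, 3 or 4, and from dihydrotestosterone at 4 without progesterone 1.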

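Genes changed by dexamethasone in astrocytes moved the same way with aldosterone, by a smaller amount. Among the targets of the glucocorticoid receptor, Tsc22d3 was higher with aldosterone by 2.65 ± 0.17 (log2 fold change and standard error, adjusted p = 6.22e-16), Per1 by 1.91 ± 0.11 (adjusted p = 3.19e-18) and Klf9, a transcription factor, by 1.47 ± 0.16 (adjusted p = 1.66e-08). The transporter gene Slc10a6 rose by 3.35 ± 0.12 with dexamethasone and by 2.11 ± 0.12 with aldosterone. Of the 30 targets, 14 were higher with aldosterone and 1, the phosphatase gene Dusp1, was lower (23 and 1 when adjusted over the list alone). Their median was 0.69, and the list was higher in the camera test (adjusted p = 4.66e-46, adjusted p = 1.85e-05 with an estimated correlation). Cytokine and chemokine genes were lower with aldosterone, 3 of 22 (4 when adjusted over the list alone; adjusted p = 4.87e-06, adjusted p = 9.94e-04 with an estimated correlation), among them Cxcl10 (-1.25 ± 0.13, adjusted p = 4.10e-09) and Il1b (-0.66 ± 0.11, adjusted p = 2.04e-04). Both steroids raised 178 probes and lowered 42, where 3.74 and 0.72 were expected by chance, and 0 probes were called in opposite directions. The change was larger with dexamethasone for 204 of the shared probes. Over the 1604 probes changed by dexamethasone the log2 fold changes correlated at r = 0.878 (across probes, which are not independent replicates) with 94.1% of the same sign. Both comparisons share their vehicle arrays, and 100 simulations of unchanged groups against the same controls gave a mean r of 0.502 and a highest of 0.779, with 66.9% of the same sign on average (highest 81.0%) and 0 shared calls. With the vehicle arrays split between the comparisons, r was 0.804 to 0.853.

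**Figure D4:**
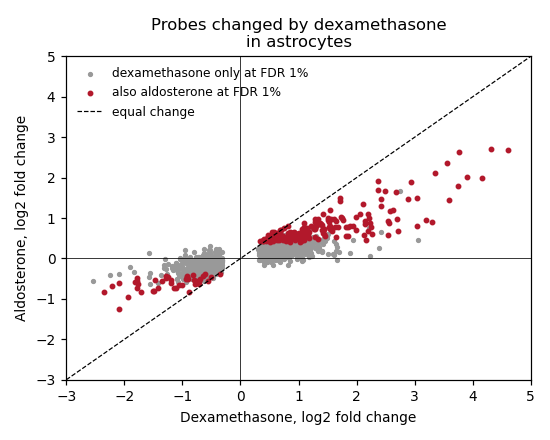
Log2 fold change with aldosterone (vertical axis) against that with dexamethasone (horizontal axis) in astrocytes, each point 1 of the 1604 probes changed by dexamethasone at FDR 0.01. The points lie along a line of positive slope below equality (r = 0.878), with a slope of 0.40.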

Astrocytic response to dexamethasone and aldosterone were qualitatively similar. This pattern of transcriptional activation was also detected in neuronal cells. However, the profile of changes indicates the very small number of contaminating astrocytes as a source of gene expression alterations. These results suggest that in our experiment response of neuronal cells to steroid hormones is repressed.

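In the neuronal cultures, the genes that dexamethasone changed in astrocytes tended to move the same way. Under the labels as given, the pyruvate dehydrogenase kinase gene Pdk4 changed by 1.54 ± 0.33 (log2 fold change and standard error, adjusted p = 0.201) and the connexin gene Gjb6 by 1.02 ± 0.30 (adjusted p = 0.969), and neither passed FDR 0.01. Mertk, a receptor kinase of phagocytosis, changed by 0.90 ± 0.19 (adjusted p = 0.201). With the neuron arrays vehicle 3 and dexamethasone 3 exchanged, these genes rose: Gjb6 by 2.15 ± 0.12 (adjusted p = 1.03e-17), Pdk4 by 2.53 ± 0.16 (adjusted p = 2.07e-16) and Mertk by 1.35 ± 0.13 (adjusted p = 2.10e-10). Other genes did not pass with the exchange either, such as Errfi1 (0.12 ± 0.11) and Arrdc2, an arrestin-like gene (-0.02 ± 0.16). Of the 30 glucocorticoid receptor targets, 12 were higher and 0 lower with the exchange. The chemokine genes Ccl4 (-1.15 ± 0.20, adjusted p = 8.46e-04) and Ccl3 (-1.03 ± 0.21, adjusted p = 0.00713) fell with the exchange. Over the 1604 probes changed by dexamethasone in astrocytes, the log2 fold changes in the 2 cell types, which share no arrays, correlated at r = 0.547 (across probes, which are not independent; permutation test over probes, p = 9.99e-04, the smallest that 1000 permutations can give).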

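Levels of astrocyte markers in the neuronal cultures varied from gene to gene. On the scale of linear intensity over the lowest values, Gfap, an intermediate filament of astrocytes, stood in vehicle neurons at 4.18% of its level in vehicle astrocytes, the water channel gene Aqp4 at 6.04% and the calcium-binding protein gene S100b at 6.70%. Other markers were higher, with a median of 36.4% over 10 markers, among them Slc1a3, a glutamate transporter (49.9%), and Aldoc, an aldolase (52.0%). Gfap (16.38) and Slc1a3 (16.46) lie near the highest value of the arrays in vehicle astrocytes, so their percentages are upper bounds. With the neuron arrays vehicle 3 and dexamethasone 3 exchanged, the mean of all 12 astrocyte markers was 11.4 to 11.5 on the neuron dexamethasone arrays. It was 11.2 to 11.3 on the neuron vehicle arrays. The 12 include markers that dexamethasone changes in astrocytes, which are left out of the 10. The rise of each induced gene in neurons was also put as a share of its rise in astrocytes. With the neuron arrays vehicle 3 and dexamethasone 3 exchanged, the 253 of 529 induced genes with a standard error of the share under 10% had quartiles of 0.41% and 7.45% and a weighted share of 1.35%. The 59 genes with a standard error under 2% had quartiles of 0.67% and 4.79%. Under the labels as given the weighted share was 0.71%. From the profile of changes in neurons, the paper takes a very small number of contaminating astrocytes as a source of the altered expression.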

The mechanism of steroid nuclear receptor repression in neurons is intriguing. Our first hypothesis was focused on non-active isoforms of these receptors. We verified this speculation by reviewing the RNA-seq brain gene expression atlas [13] and FANTOM5 cage data [31]. In fact, the transcriptional isoform of *Pgr* expressed in neurons is shorter and has not been previously annotated in the Ensembl database. However, neurons and astrocytes express the same transcriptional isoforms of *Nr3c1* and *Nr3c2*, which disproves this conjecture. Our second hypothesis concerned the absence of nuclear receptor binding sites in neurons. The chromatin availability predetermines the binding sites of glucocorticoid receptor [12]. Nonetheless, such a complete blockade is rather unlikely. Our third hypothesis involves an imbalance between coactivators and corepressors of steroid receptors in neurons which would inhibit their transcriptional activity [32–34] and would allow only nongenomic mechanisms of action [35, 36] (see expanded discussion in Additional file 2).

The genes regulated in astrocytes in vitro by dexamethasone overlap with other studies of transcriptional alterations induced by steroids in vivo. 

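Of Gadd45g, Sgk1, Pdk4, Nfkbia, Plekhf1, Errfi1, Arrdc2, Dusp1 and Bcl6, all except Dusp1 were higher with dexamethasone in astrocytes at FDR 0.01. Gadd45g, a stress response gene, rose by 1.25 ± 0.13 (log2 fold change and standard error, adjusted p = 7.65e-11; 1.82 for another probe). Nfkbia, the inhibitor of NF-kB, rose by 1.31 ± 0.13 (adjusted p = 4.73e-11; 0.58 for a dimmer probe that did not pass). Arrdc2, an arrestin-like gene, rose by 1.83 ± 0.16 (adjusted p = 2.14e-12) and Plekhf1, a phosphoinositide-binding protein gene, by 0.77 ± 0.13 (adjusted p = 2.93e-05). Bcl6, a transcriptional repressor, was higher by 0.61 ± 0.15 (adjusted p = 0.00761), a call that was lost without any one of 7 arrays (each of the 4 dexamethasone arrays and vehicle 2, 3 and 4). Dusp1, a phosphatase that ends MAP kinase signaling, changed by 0.26 ± 0.09 with dexamethasone (adjusted p = 0.0698) and by -0.41 ± 0.09 with aldosterone (adjusted p = 0.00409). The call for Dusp1 with aldosterone was lost with a separate fit for each cell type, with the methods' test, and without aldosterone 1, 2 or 3 or vehicle 1, 2 or 4.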

Nine out of the top ten genes regulated by dexamethasone in mouse hypothalamus are also regulated in primary astrocytes (i.e. *Gadd45* *g, Sgk1, Pdk4, Nfkbia, Plekhf1, Errfi1, Arrdc2, Dusp1* and *Bcl6*) [37]. Similarly, multiple genes regulated by corticosterone in the rat hippocampus were identified in the presented study (e.g. *Bcl6, Fkbp5, Gjb6, Errfi1, Pdk4*) [38]. 

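Bcl6, Fkbp5, Gjb6, Errfi1 and Pdk4 differed in their level in vehicle astrocytes and in the size of their rise. Errfi1, the feedback inhibitor of the epidermal growth factor receptor, went from 10.71 ± 0.25 with vehicle to 13.90 ± 0.16 with dexamethasone (log2 intensity, SD, n = 4), a rise of 3.19 ± 0.11 (standard error, adjusted p = 2.76e-28), and rose by 0.96 ± 0.11 with aldosterone (adjusted p = 1.68e-08). Pdk4, which inactivates pyruvate dehydrogenase, went from 10.96 ± 0.27 to 14.51 ± 0.12. Bcl6 was abundant with vehicle and moved from 11.84 ± 0.18 to 12.44 ± 0.14. The dexamethasone effect was larger in astrocytes than in neurons for Pdk4 (difference 2.01 ± 0.47, adjusted p = 0.00756), and the difference was 1.02 ± 0.22 (adjusted p = 0.00325) with the neuron arrays vehicle 3 and dexamethasone 3 exchanged. This call was lost with the methods' test, with both of these arrays left out (a setting chosen after seeing the data), without either of them, without astrocyte vehicle 1, 3 or 4, and without any one of the 4 astrocyte dexamethasone arrays. All 4 dexamethasone arrays lay above all 4 vehicle arrays for each of Fkbp5, Gjb6, Errfi1 and Pdk4.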

The genes upregulated by dexamethasone and aldosterone in astrocytes are functionally heterogeneous, which suggests diverse molecular mechanisms of action. One of these mechanisms may be related to the regulation of energy supply to neuronal cells. Genes involved in this process include a major glucose transporter in the mammalian blood–brain barrier *Slc2a1* [39], which was upregulated after dexamethasone or aldosterone treatment. 

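The glucose transporter gene Slc2a1 was abundant in astrocytes and did not pass FDR 0.01 with either steroid. Its level was 13.72 ± 0.22 with vehicle, 13.65 ± 0.18 with dexamethasone and 13.91 ± 0.23 with aldosterone (log2 intensity, SD, n = 4). The log2 fold change was -0.07 ± 0.10 with dexamethasone (standard error, adjusted p = 0.857) with an interval of -0.28 to 0.14, and 0.19 ± 0.10 with aldosterone (adjusted p = 0.567) with an interval of -0.02 to 0.40. The array reads Slc2a1 with 1 probe. Slc2a3, the glucose transporter typical of neurons, rose in astrocytes by 0.52 ± 0.10 with dexamethasone (adjusted p = 1.72e-04). Of 24 genes of glucose and energy metabolism, 6 were higher and 1, the coactivator gene Ppargc1a, was lower with dexamethasone (the same counts when adjusted over the list alone), and the list was higher (adjusted p = 2.16e-05, adjusted p = 0.00392 with an estimated correlation). With aldosterone, 3 were higher and 0 lower (4 and 0 when adjusted over the list alone; adjusted p = 2.12e-04, adjusted p = 0.0147 with an estimated correlation).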

Another gene *Pdk4* maintains pyruvate dehydrogenase in the phosphorylated, inactive state and shunts pyruvate to form lactate in astrocytes [13]. 

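Slc45a3, a putative sugar transporter, rose in astrocytes from 7.85 ± 0.11 with vehicle to 10.08 ± 0.06 with dexamethasone (log2 intensity, SD, n = 4). The log2 fold change was 2.23 ± 0.11 (standard error, adjusted p = 3.69e-22), and with aldosterone it was 0.05 ± 0.11 (adjusted p = 0.932). In neurons it was -0.03 ± 0.11 with dexamethasone, and the difference between the cell types was 2.26 ± 0.15 (adjusted p = 4.11e-16). Pdk4, which inactivates pyruvate dehydrogenase, rose by 3.55 ± 0.33 with dexamethasone (adjusted p = 1.00e-11) and by 2.37 ± 0.33 with aldosterone (adjusted p = 4.70e-06). The acyl-CoA synthetase gene Acsl3 rose by 2.10 ± 0.13 with dexamethasone and 1.35 ± 0.13 with aldosterone, and Lpin3, a phosphatidate phosphatase gene, by 1.55 ± 0.11 and 1.19 ± 0.11.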

Dexamethasone also upregulates the putative sugar transporter *Slc45a3* [40]. Another set of regulated genes represents control of a negative feedback on the action of steroids. The genes involved in this process include *Fkbp5* [41] and *Hspa1b* [42]. 

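Of these genes, Fkbp5 rose with dexamethasone and with aldosterone, and Hspa1b did not pass FDR 0.01 with either. Hspa1b, which encodes an inducible chaperone of the Hsp70 family, changed by 0.20 ± 0.16 with dexamethasone (log2 fold change and standard error, adjusted p = 0.651) with an interval of -0.13 to 0.53, and by 0.15 ± 0.16 with aldosterone (adjusted p = 0.824). Its other probe changed by 0.20 with dexamethasone (adjusted p = 0.490). Hspa1a, the neighboring gene of the same family, rose by 0.92 ± 0.10 with dexamethasone (adjusted p = 2.43e-10). The small heat shock protein gene Hspb1 rose by 2.57 ± 0.14 (adjusted p = 3.50e-20) with dexamethasone and by 0.89 ± 0.14 with aldosterone (adjusted p = 3.80e-05). Of 18 genes of receptor chaperones and heat shock, 3 were higher and 0 lower with dexamethasone (4 and 0 when adjusted over the list alone), and the list was higher (adjusted p = 1.38e-05, adjusted p = 0.00122 with an estimated correlation). With aldosterone, 2 were higher and 0 lower (3 and 0 when adjusted over the list alone; adjusted p = 1.15e-05, adjusted p = 0.00111 with an estimated correlation).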

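Jaml, the junctional adhesion gene formerly named Amica1, and Gjb6, which encodes the gap junction protein connexin 30, were both near background in vehicle astrocytes. Jaml rose from 7.32 ± 0.10 with vehicle to 9.48 ± 0.05 with dexamethasone (log2 intensity, SD, n = 4), a log2 fold change of 2.16 ± 0.09 (standard error, adjusted p = 4.12e-24). Gjb6 rose from 7.84 ± 0.13 to 11.43 ± 0.10, a log2 fold change of 3.59 ± 0.30 (adjusted p = 3.33e-13). With aldosterone, Jaml stood 0.46 ± 0.09 above vehicle (adjusted p = 0.00255) and Gjb6 1.45 ± 0.30 (adjusted p = 0.00428). The aldosterone call was lost for Jaml without aldosterone 1 or vehicle 3 or 4, and for Gjb6 without any one of the 4 vehicle arrays or of aldosterone 1, 2 and 3. In neurons, Jaml changed by 0.13 ± 0.09 with dexamethasone, and the effect was larger in astrocytes for Jaml (difference 2.03 ± 0.13, adjusted p = 9.61e-17) and for Gjb6 (2.57 ± 0.43, adjusted p = 4.34e-05). Exchanging the neuron arrays vehicle 3 and dexamethasone 3 moved the change of Gjb6 in neurons from 1.02 ± 0.30 to 2.15 ± 0.12, and the difference was 1.44 ± 0.17 (adjusted p = 3.18e-08). On the neuron arrays vehicle 1, 2 and 4, Gjb6 lay at 6.74 to 6.99, also near background. Fold changes from such levels can be understated, so the difference between the cell types is not exact.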

Astrocytes also show upregulation of the cell adhesion molecules *Amica1* and *Gjb6*, which might influence the extracellular matrix and support neuronal plasticity. 

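Genes that fell with dexamethasone in astrocyte cultures include genes of inflammation and others, such as the Wnt ligand gene Wnt7a. How many of the falls belong to either kind was not counted. The chemokine gene Ccl4 changed by -2.53 ± 0.25 (log2 fold change and standard error, adjusted p = 4.27e-11), the receptor gene Gpr84, which is induced in inflammation, by -1.78 ± 0.10 (adjusted p = 1.02e-18), and Csf1, the growth factor of macrophages, by -1.56 ± 0.14 (adjusted p = 2.62e-12). Ch25h, which makes 25-hydroxycholesterol, fell from 12.31 ± 0.12 to 10.47 ± 0.27 (log2 intensity, SD, n = 4; adjusted p = 1.10e-16). Of 22 genes of the interferon response, 2 were lower and 0 higher (the same counts when adjusted over the list alone), Cxcl10 and the transcription factor gene Irf1 (-0.51 ± 0.12, adjusted p = 0.00512). This list was lower in the camera test (adjusted p = 0.00492), a call lost with an estimated correlation (adjusted p = 0.20). Markers of microglia, the immune cells of the brain, were present in the astrocyte cultures, at a median of 3.21 log2 units above the neuronal cultures (15 of 17 higher). With dexamethasone, their median log2 fold change was -0.04, with 2 of 17 lower, the fractalkine receptor gene Cx3cr1 (-1.04 ± 0.16) and the purinergic receptor gene P2ry12 (-0.58 ± 0.12), and 1 higher, the complement gene C1qb (0.59 ± 0.14). The call for Irf1 was lost without vehicle 1 or 2 or any one of the 4 dexamethasone arrays, and that for C1qb without vehicle 1 or 4 or dexamethasone 1, 2 or 4.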

The genes downregulated by dexamethasone are homogeneous and are involved in inflammatory response. Dexamethasone can effectively attenuate the inflammatory response to wounding, reducing neuronal and glial scarring in the vicinity of the wound [43].

## Conclusions

Our study sheds new light on the mechanisms of action of steroid hormones in the central nervous system. The results show that glial cells constitute a primary target for the rapid transcriptional action of steroids. Identification of genes that mediate effects of adrenal steroids on astrocytes revealed novel molecular mechanisms involved in regulation of brain metabolism and plasticity. The unexpectedly low transcriptional response of neuronal cells to steroids provides rationale for further in vivo studies on this issue.

## Additional files

**Additional file 1.** Lists of regulated genes. The complete list of genes regulated by dexamethasone, aldosterone, progesterone, dihydrotestosterone and estradiol. The list includes *p* values, corrected *p* values and log2 ratios for all pairwise comparisons.

**Additional file 2.** Cell expression analysis of glucocorticoid receptor cofactors.

## Abbreviations

P5: postnatal day 5
P7: postnatal day 7
FDR: false discovery rate
SRA: short read archive
GEO: Gene Expression Omnibus
Tukey HSD: Tukey’s honest significant difference test
CTRL: control
DEX: dexamethasone
ALD: aldosterone
PG: progesterone
DHT: dihydrotestosterone
ES: estradiol
FPKM: fragments per kilobase of exon per million fragments mapped

How the deposited data were processed for this re-analysis (not part of the article)

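Messenger RNA was measured with Illumina mouse arrays in primary cultures of mouse striatal neurons and astrocytes, 48 arrays in 12 groups of 4 (2 cell types, each with vehicle, dexamethasone, aldosterone, progesterone, dihydrotestosterone and estradiol for 4 h). The values are the log2 intensities of 46174 probes as deposited, which the authors had normalized between arrays and rounded to 2 decimals. Their methods describe quality control, background subtraction and quantile normalization. Which of these steps gave the values is not stated. The analysis had been planned on the non-normalized intensities, to be background-corrected here. That table turned out to hold log2 values without detection p-values or control probes, and only 1 of its 48 columns lay closest to the sample of its identifier, so the normalized values were used in its place and the non-normalized table served for that comparison alone.

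Probes were named through the platform annotation supplied for the series, with symbols updated through gene identifiers; 35725 probes have 1 current symbol and 10449 were left unnamed. A gene with several probes is represented by the probe with the highest mean over the 48 arrays, and other probes are given where they differ. Array depth is a matter of signal over background here: 61.1% of the probes had a mean under 7.5 and 67.9% under 8.

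Groups were compared with limma 3.58.1 in R 4.3.3, with 12 group means fitted to all 48 arrays, a moderated test with 36 residual and 11.0 prior degrees of freedom, and the Benjamini-Hochberg adjustment within each comparison. The threshold was FDR 0.01, and FDR 0.2 where the paper gives that count. The drug effect was tested with the moderated F of limma over the 5 drugs, averaged over the cell types, and the effect of dexamethasone was compared between cell types as a difference of differences. Aldosterone, progesterone, dihydrotestosterone and estradiol, all at 200 nM, were compared with one another, and dexamethasone (100 nM) only with vehicle. Means over genes were compared with two-sided permutation tests, exact or with 100000 resamples. Tables were prepared with Python 3.11.15 and pandas 2.3.3.

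Lists of genes were written before the data were examined: glucocorticoid receptor targets, circadian clock, glucose and energy metabolism, cytokines and chemokines, toll-like receptor and NF-kB signaling, interferon response, receptor chaperones and heat shock, steroid receptors and coregulators, cell junction and adhesion, glutamate handling, cell cycle, sterol metabolism, MAP kinase feedback, immediate early genes, and estrogen- and androgen-responsive genes, with 8 lists of cell type markers. Each was tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison, at a threshold of 0.05. The genes named in the text follow a rule set before the data were examined. It takes the 10 largest rises and 10 largest falls among genes past FDR 0.01 with all treated arrays on 1 side of all vehicle arrays (dexamethasone and aldosterone in astrocytes), the 10 smallest p (progesterone in astrocytes, dexamethasone in neurons), the 3 smallest p (the other comparisons with vehicle), the 5 largest differences each way between the cell types, every gene the paper names, and the members of the lists. The paper's supplementary fold changes had been read by then, so for the rule and for the lists the values of the genes in that table count as seen.

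The labels give each array of a group a number from 1 to 4, and whether the numbers pair the arrays was decided from the data. Deviations from the group means correlated in all 60 pairs of arrays with the same number in astrocytes (r of 0.115 to 0.325; median -0.147 for the 180 other pairs) and in all 60 in neurons (0.151 to 0.564; median -0.186). The threshold was 0.1, so the numbers pair the arrays, and the fit with the number as a block within each cell type is an alternative. In the non-normalized table, matched by value, each of 8 chips holds 1 array of each treatment for 1 cell type and number, so the numbers also mark the chips.

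Alternatives set before the data were examined were quantile normalization within each cell type, a filter on dim probes, a separate fit for each cell type, the replicate block, the methods' test (Student's test of each probe, two-way analysis for the drug effect) and leaving out each array in turn. Chosen after seeing the data were a median shift of each array, the exchange of the neuron arrays vehicle 3 and dexamethasone 3, leaving out both of them, the exchange together with the replicate block or with the methods' test and, for the 2 comparisons of enriched genes, levels from the arrays of the other 4 steroids and the probe of highest mean. The procedures were tested on simulated data with 200 probes of known change. Ccl12 was not analysed here.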

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

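The tests of an exchange of labels and the counts over other divisions of the arrays were chosen after the results were seen. Of 144 tests, each of 1 measure in 1 group of 4 arrays, 12 found an array far from the other 3, where chance alone gives 1 in 20 (7.2 tests).

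In neurons, the mean of the glucocorticoid receptor targets was 10.56 on the array labelled vehicle 3, far above the other vehicle arrays, and 9.98 on the array labelled dexamethasone 3, far below the other dexamethasone arrays. Fkbp5 stood at 10.64 on the array labelled vehicle 3 and at 9.78 to 9.81 on the others. Gjb6, which dexamethasone raises strongly in astrocytes, was 9.41 on vehicle 3 against 6.74 to 6.99, and 7.15 on dexamethasone 3 against 8.76 to 9.31. A candidate explanation is that these labels were exchanged: against the paper's supplementary fold changes (905 probes, where the text speaks of 956), the mean root mean square difference of the 5 neuron columns was 0.102 under the labels and 0.0274 with the exchange, the lowest of 16 exchanges (next 0.0872). In the non-normalized table, matched by value, the 2 arrays share a chip and lie at the positions that hold vehicle and dexamethasone on the other chips. The labels thus follow the positions, and at which step an exchange arose was not tested. A batch difference in each array alone would not make the paper's own fold changes follow the exchanged arrays. Nor would a culture that failed to respond, which could hold for dexamethasone 3 only, since vehicle 3 received no steroid. All 5 neuron columns lay closer with the exchange (for dexamethasone, r of 0.997 against 0.887 under the labels), which argues against both. No biological explanation was tested.

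The mean of the astrocyte markers in neurons was 11.25 on the array labelled dexamethasone 3, far from the other 3. Mean glucocorticoid receptor target levels in neurons were 9.61 on dihydrotestosterone 1. Zbtb16 was 7.79 on the neuron array dihydrotestosterone 2, and the microglia markers had a mean of 9.50 on the same array (8.75 to 8.80 on the others). Sgk1 was 14.11 on the astrocyte array aldosterone 3. Striatal projection neuron markers had a mean of 10.21 on the neuron array estradiol 3. Endothelial cell and pericyte markers had a mean of 7.47 on the astrocyte array vehicle 4 and 7.51 on the neuron array progesterone 1, and ependymal cell markers had a mean of 7.84 on the neuron array dexamethasone 4.

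The effect of dexamethasone differed between astrocytes and neurons at 617 probes by a test of the difference itself. Under the labels, the largest excesses in astrocytes were those of Fkbp5 (4.14), Slc25a33 (3.79), Bcat1 (3.67), Tsc22d3 (3.27) and Plin4 (3.25), and the largest in the other direction those of Cxcl10 (-2.12), C530044C16Rik (-2.05), Wnt7a (-2.04), Ccl4 (-1.95) and Fhdc1 (-1.81). With the exchange Slc25a33 (3.76) ranked before Fkbp5 (3.74), and Ccl4 (-1.39) behind Fhdc1 (-1.83). Over 100 divisions of the arrays, 5 gave as many probes, the real one included, with a highest of 979, so chance is not excluded by this count; the 4 others all keep the real division of the astrocyte arrays, and divisions that do not gave at most 2.

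Aldosterone and progesterone, tested here against each other, differed at 55 probes in astrocytes. Of 35 divisions of these arrays the real one gave the most, and the next gave 18. Since the numbers pair the arrays, only the 8 divisions that part all pairs are like the real one. The others of these 8 gave 0, but 8 are too few for a share under 0.05, so this count alone does not exclude chance.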

How the results depend on the processing

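The median shift, the exchange of the neuron arrays vehicle 3 and dexamethasone 3, leaving out both, the exchange combined with another choice, levels from the arrays of the other 4 steroids and the probe of highest mean were chosen after seeing the data; the other alternatives were planned. Of 29 main results, 27 stayed within 1.5 times or on the same side of the threshold with quantile normalization within each cell type and 27 with the median shift, 26 with the filter on dim probes, 24 with the exchange, 22 with both arrays left out and 15 with the replicate block; of 25, 20 did with a separate fit for each cell type and 12 with the methods' test. On the arrays of the other 4 steroids the top 20 mean was 1.45 and the difference between enriched genes 0.66 (0.56 with the probe of highest mean), and neither changed sides. Unless stated, the cause was not tested.

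With quantile normalization within each cell type, the count for estradiol in astrocytes was 0 and that for dexamethasone in neurons at FDR 0.2 was 17, and the cell cycle list passed with dexamethasone (0.0390). The filter on dim probes, which tests fewer probes, gave 156 for progesterone at FDR 0.2, 0 for estradiol and 8 for dexamethasone in neurons at FDR 0.2, and the interferon list in neurons no longer passed (0.0549). A separate fit for each cell type gave 13 for progesterone, 41 at FDR 0.2, 0 for estradiol, 0 for dexamethasone in neurons at FDR 0.2, and a mean of 0.56 for the top 20 genes in neurons (permutation test, p = 0.0724). The median shift gave 0 for estradiol and 8 for dexamethasone in neurons at FDR 0.2.

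With the replicate number as a block, which takes the pairs' shared deviations out of the spread, the counts in astrocytes were 2467 for dexamethasone, 499 for aldosterone, 56 for progesterone, 1142 for progesterone at FDR 0.2 and 6 for dihydrotestosterone. In neurons dexamethasone had 1, and 27 at FDR 0.2. The difference between the cell types held 966 probes and the drug effect 1432. Aldosterone differed from progesterone at 98, from dihydrotestosterone at 278 and from estradiol at 278, and progesterone from these at 19 and 21. Of the gene tests, 2043 kept their call, 45 gained one and 0 lost it. The block moved the cell cycle list with dexamethasone past the threshold (0.0363) and the circadian list with aldosterone below it (0.0737), and it changed no other call of a list.

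The methods' test, which does not share the spread between probes, gave 254 for dexamethasone, 11 for aldosterone, 0 for progesterone and 0 at FDR 0.2, 0 for estradiol, 0 for dexamethasone in neurons at FDR 0.2, and 257 for the difference between the cell types. Between steroids it gave 0 for aldosterone and progesterone, 12 and 14 for aldosterone against dihydrotestosterone and estradiol, and 1 and 0 for progesterone against these. The mean for the top 20 genes was 0.29 (permutation test, p = 0.26).

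With the exchange, the counts were 78 for dexamethasone in neurons, 142 at FDR 0.2, 1 for dihydrotestosterone in astrocytes, 12 for progesterone against estradiol, and 7 lists in neurons. With both arrays left out, they were 54 for dexamethasone in neurons, 138 at FDR 0.2, 1 for aldosterone in neurons, 0 for estradiol, 12 for progesterone against dihydrotestosterone, 2 for the 4 steroids in neurons and 5 lists. With the exchange and the block, they were 125 and 245 for dexamethasone in neurons, 1 for aldosterone in neurons, 988 for the difference, 1484 for the drug effect, 3 for the 4 steroids and 8 lists. With the exchange and the methods' test, they were 25 for dexamethasone in neurons at FDR 0.2 and 288 for the difference. The list of glucose and energy metabolism reversed to higher in neurons with dexamethasone, at an adjusted p of 0.0262 with the exchange and 0.0393 with the exchange and the block.

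Leaving out 1 array, which lowers the number of arrays in a group to 3, gave 1328 to 1416 for dexamethasone and 162 to 218 for aldosterone in astrocytes. Progesterone had 5 (without vehicle 3) to 17, with 6, 8, 11, 13 and 14 without progesterone 1, vehicle 4 and progesterone 2, 3 and 4; at FDR 0.2 it had 55 (without vehicle 4) to 197 (without progesterone 3), with 186 without vehicle 1 and 62 and 61 without progesterone 1 and 2. Dihydrotestosterone had 0 to 1 (without dihydrotestosterone 1), and estradiol 0 (without vehicle 2 or 3 or estradiol 1, 3 or 4) to 1. In neurons dexamethasone had 0 to 23 (without vehicle 3; 8 without dexamethasone 3) and at FDR 0.2 from 0 (without vehicle 1, 2 or 4 or dexamethasone 1 or 2) to 85 (without vehicle 3), with 38 and 1 without dexamethasone 3 and 4. Aldosterone in neurons had 0 to 1 and the 4 steroids 0 to 1 (both without aldosterone 1), and the other steroids in neurons 0. The difference between cell types held 526 to 572 probes and the drug effect 733 to 888. Aldosterone differed from progesterone at 43 to 57, from dihydrotestosterone at 113 to 146 and from estradiol at 114 to 136, and progesterone from dihydrotestosterone at 4 (without progesterone 1) to 10 and from estradiol at 4 (without estradiol 3 or 4 or progesterone 1, 3 or 4) to 9. Dexamethasone and aldosterone correlated at r of 0.863 to 0.884 and the cell types at 0.499 to 0.562. The top 20 mean ran from 0.58 (without neuron vehicle 1; also lost without vehicle 4, 0.61) to 1.49, and the difference between enriched genes from 0.34 to 0.98. Lists numbered 9 to 11 with dexamethasone, 5 to 7 with aldosterone, 1 (without vehicle 1 or 3 or progesterone 3) to 2 with progesterone, and 1 (without vehicle 1 or 2 or dexamethasone 2) to 5 (without vehicle 3) with dexamethasone in neurons.

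Not run were the absence of background correction, median scaling of the non-normalized intensities and the chip as a block, since the identifiers of the non-normalized table do not match the samples. By value, each chip of that table holds 1 array of each treatment for 1 cell type and number (48 of 48 columns), so the replicate block is also a block of these chips. Signal over background limits what can be read from the 61.1% of probes with a mean under 7.5.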

Differences from the paper's values

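At the paper's thresholds, the following counts and values differ from the paper's; counts here are of probes. For dexamethasone in astrocytes the paper gives 381 and limma gave 1604; of the alternatives set before the data were examined, the methods' test (254) lies within 1.5 times of the paper's and the others do not. For aldosterone the paper gives 19 and limma gave 242, and no alternative comes within 1.5 times (methods' test 11). For progesterone the paper's count at 1% is 0 and limma's 22, which the methods' test (0) meets and the other alternatives do not. At 20% the paper gives 9 and limma 103; no alternative meets it (methods' test 0, separate fit 41). The paper gives 0 for estradiol and limma 1; quantile normalization within each cell type, the filter on dim probes, the separate fit and the methods' test give 0 and the replicate block does not, while the median shift and leaving out both neuron arrays numbered 3, chosen after seeing the values, also give 0 and have none of the paper's calls for estradiol to drop. For dexamethasone in neurons at 20% the paper gives 19 and limma 4; quantile normalization within each cell type (17) and the replicate block (27) come within 1.5 times, the others set before the data were examined do not, and the exchange with the methods' test (25), chosen after seeing the values, does and drops 1 of the paper's 12 calls that its table holds. Limma called 1 of these 12, and the median shift (2), the exchange (12), the exchange with the block (12) and leaving out both neuron arrays numbered 3 (12), all chosen after seeing the values, called more of them.

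For the level of the top 20 genes in astrocytes against neurons the paper gives p = 0.0017, and the permutation test gave 0.00662; no alternative set before the data were examined comes within 1.5 times, and leaving out both neuron arrays numbered 3 (0.00162) and the exchange with the methods' test (0.00171), both chosen after seeing the values, do, dropping 0 and 1 of the 12 calls. For astroglia-enriched against neuron-enriched genes the paper gives p = 0.032, and the exact permutation test gave 0.00433; no alternative comes within 1.5 times.

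The supplementary table holds 905 probes. For 37 genes its log2 fold changes were compared, and 6 differ for dexamethasone in astrocytes, 4 for aldosterone and 6 for dexamethasone in neurons. In astrocytes with dexamethasone the paper's values and those here are 1.97 and 2.23 for Slc45a3, 1.79 and 2.16 for Jaml, 3.18 and 3.59 for Gjb6, 4.32 and 4.60 for Fkbp5, 2.95 and 3.35 for Slc10a6, and 1.31 and 1.55 for Lpin3. With aldosterone they are 1.21 and 1.45 for Gjb6, 2.38 and 2.68 for Fkbp5, 1.80 and 2.11 for Slc10a6, and 0.96 and 1.19 for Lpin3. No alternative closes these; over the table the values here rise 1.10 times as fast as the paper's with dexamethasone and 1.12 times with aldosterone. In neurons with dexamethasone the paper's values and those here are 0.078 and -0.015 for Il1b, -0.024 and 0.07 for Tnf, -0.062 and 0.03 for Cxcl10, -0.013 and 0.038 for Arrdc2, 0.014 and -0.065 for Dusp1, and 0.038 and 0.16 for Fosl2. No alternative set before the data were examined closes these; with the exchange of the neuron arrays numbered 3, chosen after seeing the values and dropping 0 of the 12 calls, 0 of the 37 differ (0.09 for Il1b, -0.15 for Tnf, -0.08 for Cxcl10, -0.02 for Arrdc2, 0.03 for Dusp1 and 0.06 for Fosl2), nor with the exchange and the block or the methods' test (dropping 0 and 1 calls), and with both left out, also chosen after seeing the values and dropping 0 calls, Il1b, Tnf and Cxcl10 no longer differ.

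The paper names Slc2a1 as raised by dexamethasone or aldosterone; here it changed by -0.07 (adjusted p = 0.857) and 0.19 (adjusted p = 0.567), while Pdk4 and Slc45a3 rose with dexamethasone. It counts Hspa1b among the induced genes; here it changed by 0.20 (adjusted p = 0.651) and 0.15 (adjusted p = 0.824), while Fkbp5 rose. It lists Dusp1 among 9 genes regulated by dexamethasone in astrocytes; here it changed by 0.26 with dexamethasone (adjusted p = 0.0698), while the other 8 genes of that list rose.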

Other observations

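The predictions for contaminating astrocytes and for lost microglia were written before the values were seen, and the counts over other divisions of the arrays were chosen after.

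A fixed share of astrocytes in the neuronal cultures, responding as the astrocyte cultures did, would give each induced gene the same share of its astrocyte rise. With the neuron arrays numbered 3 exchanged, the shares of 253 of 529 genes, those with a standard error under 10%, differed beyond their standard errors (heterogeneity Q = 1270 on 252 degrees of freedom), with quartiles 18.2 times apart. For the 59 genes with a standard error under 2%, Q was 546 on 58 degrees of freedom and the quartiles lay 7.13 times apart. Under the labels Q was 422, and with both arrays left out 1188. In vehicle neurons the abundant astrocyte transcripts Gfap and Aqp4 stood at 4.18% and 6.04% of their astrocyte level (an upper bound for Gfap, whose level in astrocytes is near the highest of the arrays). The shares take intensity as linear in mRNA, which may not hold near background or near the highest values. Shares could therefore differ between genes even with 1 true share, and how much this adds to Q was not tested. Within that limit, these values argue against 1 equal share as the whole cause. Astrocytes that respond differently when grown among neurons, or a response of some neurons, stay open.

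A loss of microglia could lower cytokine genes in the treated astrocyte cultures. By the methods these cells were enriched by magnetic separation for GLAST, and microglia markers still had a median 3.21 log2 units above the neuronal cultures. The 17 microglia markers had a median log2 fold change of -0.038 with dexamethasone, with quartiles of -0.12 and 0.04, whereas the 7 cytokine genes that fell had a median of -1.56. This argues against a loss of microglia as the whole cause, and a changed expression in microglia stays open.

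Divisions of the 8 arrays of a comparison into 4 and 4 number 35, of which 8 part all pairs of numbers. For dexamethasone in astrocytes, 1 of 35 gave as many probes as the real 1604 (highest other 5, and 0 among those parting all pairs), and 1 as many lists as the real 10 (highest other 8). For aldosterone it was 1 for 242 probes (highest other 1) and 1 for 7 lists (6), for progesterone 1 for 22 probes (9), for aldosterone against dihydrotestosterone 1 for 152 (4) and against estradiol 1 for 153 (1), and for progesterone against estradiol 1 for 7 (1). The correlation between the cell types was as large in 1 (0.547, highest other 0.543, the exchange, and next 0.505). For the drug effect, 1 of 100 divisions gave as many as 862 (highest other 369). In these results the share of all divisions, 1 of 35 or 1 of 100, is the smallest that such a count can give. Since the numbers pair the arrays, only the 8 divisions that part all pairs are like the real one. Among these 8 the real one gave the most in each comparison of 8 arrays. They are too few for a share under 0.05, so these counts alone do not exclude chance. The margin is narrow for the lists and the correlation: leaving out 1 array gave 9 to 11 lists with dexamethasone, 5 to 7 with aldosterone and r of 0.499 to 0.562, so for aldosterone's lists and the correlation it can undo the lead. It can also do so for the progesterone count. That count was 5 without vehicle 3, 6 without progesterone 1 and 8 without vehicle 4, below the highest other of 9.

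For the following, other divisions gave as large a result, and chance cannot be excluded. For progesterone at FDR 0.2, 3 of 35 divisions gave as many as 103, with a highest of 2656 that points to a structure of the samples (4 among those parting all pairs), and 2 gave 2 lists. In neurons at FDR 0.2, 6 gave as many as the 4 for dexamethasone (highest 2407, again several times the real count), and 11 gave 2 lists (highest 7). For progesterone against dihydrotestosterone 2 of 35 gave as many as 7 (highest 9), and for estradiol 3 gave 1 (highest 7). In both, the other divisions as large keep some pairs together; the others parting all pairs gave 0.

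Where the real count is 0, every division gives at least as many, so the comparison decides nothing about chance. This holds in astrocytes for dihydrotestosterone (35 of 35, highest 53) and for dihydrotestosterone against estradiol (35, highest 35). In neurons it holds for dexamethasone (35, highest 78, the exchange), aldosterone (35, highest 5), progesterone (35, highest 103), dihydrotestosterone (35, highest 11), estradiol (35, highest 7) and the 4 steroids (100 of 100, highest 399).

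Circadian clock genes were higher with dexamethasone in astrocytes, 4 higher and 2 lower of 20 (5 and 2 when adjusted over the list alone; adjusted p = 0.00224, adjusted p = 0.00268 with an estimated correlation). Ciart rose by 1.07 ± 0.09, Per2 by 0.92 ± 0.10 and Rora by 0.88 ± 0.09, and Dbp changed by -1.03 ± 0.10. With aldosterone the list had an adjusted p of 0.0338 (0.0266 with an estimated correlation), a call lost with the replicate block (0.0737) and without aldosterone 1 (0.0887) or 3 (0.0533) or vehicle 2 (0.0590) or 3 (0.0735). Glutamate handling was higher with dexamethasone, 2 of 11 (3 when adjusted over the list alone), at an adjusted p of 0.0135, a call lost with an estimated correlation (0.0544); Prodh rose by 1.75 ± 0.12 and Glul by 1.35 ± 0.26. Estrogen- and androgen-responsive genes were higher with dexamethasone, 2 of 13 (adjusted p = 8.20e-05, adjusted p = 0.00122 with an estimated correlation), and with aldosterone, 2 of 13 (adjusted p = 5.38e-05, adjusted p = 9.94e-04 with an estimated correlation). Acsl3 was 1 of the 2 with each steroid. No member beyond these 2 passed, so the calls do not show that the list rose as a whole.

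Lists that did not pass with dexamethasone in astrocytes were sterol metabolism (1 of 12 lower; adjusted p = 0.160), MAP kinase feedback (2 higher and 1 lower of 11; adjusted p = 0.120), steroid receptors and coregulators (1 of 14 higher; adjusted p = 0.177) and immediate early genes (1 higher and 4 lower of 18; adjusted p = 0.496, with a median of 0.01 and a mean of -0.02). Fosl2 rose by 2.13 ± 0.09, whereas Egr2 (-1.32 ± 0.11), Bdnf (-0.91 ± 0.11), Fos (-0.58 ± 0.12) and Egr1 (-0.53 ± 0.09) were lower. Immediate early genes were lower with aldosterone (adjusted p = 0.0456), a call lost with an estimated correlation (0.0682), with quantile normalization within each cell type (0.0807), and without aldosterone 3 (0.130) or 4 (0.145) or vehicle 1 (0.0623), 2 (0.0590) or 3 (0.108).

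Between vehicle cultures, 11 of 12 astrocyte markers were higher in astrocytes (median 1.42), 13 of 15 neuron markers (-5.01) and 9 of 11 striatal projection neuron markers (-1.01) were higher in neurons, 8 of 12 oligodendrocyte lineage markers were higher in neurons (-1.09), and 3 of 4 ependymal cell markers were higher in astrocytes (3.47). Medians were -0.03 for endothelial cell and pericyte markers and 0.11 for fibroblast markers. No marker list passed with dexamethasone in astrocytes, where Ppp1r1b rose by 2.26 ± 0.12 and Fgfr3 by 1.10 ± 0.13.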
